# Global MicroRNAs Expression Profile Analysis Reveals Possible Regulatory Mechanisms of Brain Injury Induced by *Toxoplasma gondii* Infection

**DOI:** 10.3389/fnins.2022.827570

**Published:** 2022-03-10

**Authors:** Zhaofeng Hou, Lele Wang, Dingzeyang Su, Weimin Cai, Yu Zhu, Dandan Liu, Siyang Huang, Jinjun Xu, Zhiming Pan, Jianping Tao

**Keywords:** *Toxoplasma gondii*, pig, microRNA, brain injury, acute and chronic infection

## Abstract

*Toxoplasma gondii* (*T. gondii*) is an obligate intracellular parasitic protozoan that can cause toxoplasmosis in humans and other endotherms. *T. gondii* can manipulate the host gene expression profile by interfering with miRNA expression, which is closely associated with the molecular mechanisms of *T. gondii*-induced brain injury. However, it is unclear how *T. gondii* manipulates the gene expression of central nervous system (CNS) cells through modulation of miRNA expression *in vivo* during acute and chronic infection. Therefore, high-throughput sequencing was used to investigate expression profiles of brain miRNAs at 10, 25, and 50 days post-infection (DPI) in pigs infected with the Chinese I genotype *T. gondii* strain in this study. Compared with the control group 87, 68, and 135 differentially expressed miRNAs (DEMs) were identified in the infected porcine brains at 10, 25, and 50 DPI, respectively. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed that a large number significantly enriched GO terms and KEGG pathways were found, and were mostly associated with stimulus or immune response, signal transduction, cell death or apoptosis, metabolic processes, immune system or diseases, and cancers. miRNA–gene network analysis revealed that the crucial connecting nodes, including DEMs and their target genes, might have key roles in the interactions between porcine brain and *T. gondii*. These results suggest that the regulatory strategies of *T. gondii* are involved in the modulation of a variety of host cell signaling pathways and cellular processes, containing unfolded protein response (UPR), oxidative stress (OS), autophagy, apoptosis, tumorigenesis, and inflammatory responses, by interfering with the global miRNA expression profile of CNS cells, allowing parasites to persist in the host CNS cells and contribute to pathological damage of porcine brain. To our knowledge, this is the first report on miRNA expression profile in porcine brains during acute and chronic *T. gondii* infection *in vivo*. Our results provide new insights into the mechanisms underlying *T. gondii*-induced brain injury during different infection stages and novel targets for developing therapeutic agents against *T. gondii*.

## Introduction

*Toxoplasma gondii* is an obligate intracellular parasitic protozoan that can cause toxoplasmosis in all endotherms, including humans. In immunocompetent patients, *T. gondii* generally causes a chronic, cryptic, latent brain infection that is clinically asymptomatic (Dubey et al., 2012; Wang T. et al., 2019). *T. gondii* in the brain can also modulate the behavior and cognitive function of intermediate hosts (Flegr et al., 2003), and is associated with increased rates of psychiatric disorders and suicide, and decreased psychomotor performance (Torrey and Yolken, 2003; Carruthers and Suzuki, 2007). *T. gondii* infection can also impair learning and memory in rodents (Kannan et al., 2010), and is involved in neurodegenerative disorders in humans, including Alzheimer’s, Huntington, and Parkinson’s diseases (Miman et al., 2010; Kusbeci et al., 2011; Donley et al., 2016). Such evidence suggests that *T. gondii*-induced injury of the cells of the central nervous system (CNS) might have important roles in inducing the occurrence of other neuronal disorders.

As a class of endogenous gene post-transcriptional regulators, microRNAs (miRNAs) mediate the regulation of almost all cell processes, and have been recognized as key molecules to understand the mechanism of disease development and to find disease diagnosis biomarkers and treatment targets. miRNAs are abundant in the CNS and are essential in the regulation of neuronal development and function (Tang and Sun, 2020). *T. gondii* is able to manipulate the global gene expression profiles of host cell by interfering with miRNA expression of the invaded cells (Hakimi and Cannella, 2011). miRNAs involved in host brain responses to *T. gondii* infection are important regulators of early parasite dissemination in the brain tissue (Cannella et al., 2014). The invasion of cyst-forming *T. gondii* can change the miRNA expression of host brain, to which the host attempts to respond using two tactics: marking proteins with “protein tags” and adaptation of immune-related systems (Xu et al., 2013).

The distribution of *T. gondii* genotypes varies worldwide. However, type Chinese I (ToxoDB #9) is the predominant genotype of *T. gondii* prevalent in both humans and animals in China (Wang et al., 2013). miRNA expression alterations of the murine brain harboring *T. gondii* have been documented (Xu et al., 2013; Hu et al., 2018; Zhou et al., 2020), but less is known about how Chinese I genotype strain manipulates gene expression in CNS cells during acute and chronic infection in endotherms, including pigs. *T. gondii* is one of the major causes of abortion and stillbirth in pigs. Acute *T. gondii* infection can induce onset of toxoplasmosis and death in pigs, whereas, during chronic infection, tissue cysts remaining in the brain or muscles of pigs can damage public health (Schlüter et al., 2014). In addition, a growing number of studies showed that a common molecular mechanism inducing brain injury may exist between neurodegenerative disorders and toxoplasmosis (Martin, 1999; Hermes et al., 2008; Elsheikha et al., 2016). Thus, as a suitable model organism for comparative genomics and biomedical studies, the roles of porcine brain miRNAs in the occurrence and development of neurological toxoplasmosis will provide a research basis for *T. gondii*-induced neuronal disorders in humans.

In the current study, we performed a high-throughput sequencing analysis to identify differentially expressed miRNAs (DEMs) between infected and non-infected porcine brain samples at different time points to investigate the potential roles of miRNAs in *T. gondii*-induced injury to CNS cells during acute and chronic infections. Therefore, our results provide not only new insights into the mechanisms underlying *T. gondii*-induced neuropathology *in vivo* during different infection stages, but also novel targets for developing therapeutic agents against *T. gondii* and a model to reveal the mechanisms underlying neuronal disorders.

## Materials and Methods

### Animals and Parasite Challenge

All experiments and methods involving to animals were carried out in accordance with the ARRIVE guidelines (Animal Research: Reporting of *in vivo* Experiments) (Percie du Sert et al., 2020) in this study. Twenty-four 5-week-old commercial male pigs that has been castrated, each weighing 7–7.5 kg, were obtained from the Jiangsu Meilin Animal Husbandry Co., Ltd. (Jiangsu, China), and proven to be free from *T. gondii*, classical swine fever virus, porcine reproductive and respiratory syndrome virus, porcine pseudorabies virus, porcine parvovirus, and porcine circovirus virus by specific IgM and IgG antibody tests using ELISA or the whole-blood nucleic acid detection using PCR methods. All animals were housed individually with the same food and water in standard breeding houses for 1 week before infection.

The *T. gondii* YZ-1 strain was isolated from a home-bred wild boar in Jiangsu Province of China in 2011. In a previous study, this strain was identified as ToxoDB PCR-RFLP genotype #9 (Chinese I) and shown to be virulent in ICR mice (Hou et al., 2018). Tachyzoites of the YZ-1 strain used in this study were obtained and purified according to previous work (Hou et al., 2018); they were resuspended in sterile phosphate-buffered saline (PBS, pH 7.4) and used to infect piglets within 2 h of resuspension. Pigs were randomly allocated to a control group (nine pigs) or an infection group (15 pigs). For the infection group, each pig was intravenously injected with 5 × 10^7^ purified tachyzoites of YZ-1 strain in 2 ml of PBS, whereas pigs in the control group were sham-injected with 2 ml of PBS only. In addition, five ICR mice, each weighing 20–22 g, were purchased from the Comparative Medicine Center of Yangzhou University (Yangzhou, China), and then were inoculated intraperitoneally with 200 purified tachyzoites of YZ-1 strain to assess parasite viability. All mice were euthanized under deep anesthesia with sodium pentobarbital (150 mg/kg body weight) after experimentation.

### Clinical Symptoms and Histopathological Examination

After infection, clinical symptoms were observed and rectal temperatures were measured twice daily. At 10, 25, and 50 days post infection (DPI), three pigs from each group were sacrificed under deep anesthesia with sodium pentobarbital (200 mg/kg body weight) by captive bolt for small animals. The brain, heart, liver, spleen, lungs, kidneys, and lymph nodes of the pigs were collected and fixed in 10% buffered formalin (pH 7.2) for more than 24 h. They were then dehydrated using a graded series of alcohol, transparentized by xylene, and embedded in paraffin wax. Sections (5 μm thick) were cut from the paraffin wax blocks and stained with Hematoxylin and Eosin (H&E) for histopathological observation.

### *Toxoplasma gondii* Detection by PCR and Mouse Bioassay

Genomic DNA of brain samples from pigs in the infection and control groups was extracted for *T. gondii* detection using two PCR methods targeting the 529-bp repetitive sequence (AF146527) and *B1* gene (AF179871) as previously described (Homan et al., 2000; Hill et al., 2006). The genomic DNA of the YZ-1 strain was set as the positive control, whereas the tissue DNA of a pig confirmed *T. gondii* infection-free by PCR was used as the negative control for each reaction. The brain tissues of the pigs were homogenized and orally inoculated into healthy ICR mice. All inoculated mice were closely monitored for 30 days. Any parasites in ascites fluid of dead mice were observed by light microscopy, and anti-*T. gondii* antibodies in serum of surviving mice were tested at 30 DPI using the *T. gondii* indirect hemagglutination assay (IHA) diagnostic kit (Lanzhou Veterinary Research Institute, Chinese Academy of Agricultural Sciences, Lanzhou, China) following the manufacturer’s instructions.

### Small RNA Library Preparation and Sequencing

Brain samples collected from the three pigs sacrificed from each group at 10, 25, and 50 DPI, were thoroughly rinsed in PBS, immediately frozen in liquid nitrogen, and then stored at −80°C. Total RNA was extracted with TRIzol Reagent (Invitrogen, Carlsbad, CA, United States) according to the manufacturer’s protocol. RNA purity was checked using the NanoPhotometer^®^ spectrophotometer (IMPLEN, CA, United States). RNA concentration was measured by Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Flurometer (Life Technologies, CA, United States). The integrity of the total RNA samples was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, United States). Three individual RNA samples with high RNA integrity values from each group at each of the time points were equally pooled. Thus, a total of six small RNA (sRNA) libraries (BI-10, BI-25, and BI-50 in infection group, and BC-10, BC-25, and BC-50 in the control group), were generated using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, Ipswich, MA, United States) following the manufacturer’s recommendations and then sequenced by the Novogene Bioinformatics Institute (Beijing, China) on an Illumina Hiseq 2500 platform (Illumina, San Diego, CA, United States) following the manufacturer’s instructions.

### Bioinformatic Analysis

Bioinformatic analysis of the high-throughput sequencing data was performed according to our previous work (Hou et al., 2019). Briefly, custom perl and python scripts were used to process the raw reads, and clean reads were obtained after removing various reads, including ploy-*N*, reads with 5′ adapter contaminants, reads without 3′ adapter or the insert tag, containing ploy A, T, G, C, and low-quality reads from raw data. Reads with lengths longer than 18 nucleotides (nt) or shorter that 35 nt were then selected from the clean reads to align onto the pig genome (Sscrofa10.2) from Ensembl^1^ by Bowtie without mismatch. After removing tags originating from protein-coding genes, repeat sequences, rRNA, tRNA, snRNA, and snoRNA, porcine miRNAs were identified from the mapped sRNA tags using miRBase^2^, and novel miRNAs were predicted by miREvo and mirdeep2 software. Transcript per million clean tags (TPM) was used to assess the expression levels of miRNAs, and differential expression between groups was analyzed using the DEGseq (2010) R package. *P*-values were corrected to obtain *q*-values using the Benjamini and Hochberg method, and a *q*-value < 0.01 and log_2_(fold change) > 1 were set as the threshold for significantly differential expression by default. The target genes of the miRNAs were predicted using miRanda and RNAhybrid. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed to identify the cellular function and molecular pathways regulated by the DEMs (Kanehisa et al., 2017; Young et al., 2010). To gain insight into the interactions between miRNAs and target genes related to brain damage caused by *T. gondii* infection, miRNA–gene networks were created and visualized using Cytoscape 3.4.0 software (Shannon et al., 2003). Full details of the sequence data were submitted to the Gene Expression Omnibus public database (GEO^3^) with the GEO accession number GSE176143. The raw data are available in the NCBI Sequence Read Archive under the accession number SRP322697.

### Validation of MicroRNAs Expression

A SYBR green-based quantitative reverse transcription real-time PCR (RT-qPCR) was used to verify the results of the miRNA expression analyses. Total RNA was extracted from porcine brain samples and reverse transcribed into cDNA by a Mir-x*™* miRNA First-Strand Synthesis and SYBR^®^ RT-qPCR Kit (TaKaRa, Dalian, China) following the manufacturer’s instructions. miRNA sequences and primers were synthesized by BGI Co., Ltd. (Shenzhen, China). The qRT-PCR system and cycling conditions were as per our previous study (Hou et al., 2019). All RT-*q*PCR reactions were performed in triplicate, and snRNA U6 was used as a housekeeping miRNA to normalize and quantify miRNA expression.

## Results

ICR mice inoculated with the purified tachyzoites used for parasite challenge in pigs exhibited the onset of toxoplasmosis at 3 DPI. *T. gondii* tachyzoites were observed in ascites of mice microscopically. These results demonstrated the viability of the parasites used to infect the pigs.

### Clinical Symptoms and Histopathological Examination

All infected pigs showed characteristic clinical symptoms and principal lesions of *T. gondii* acute infection (Hou et al., 2019). No clinical symptoms were observed in infected pigs from 20 DPI onward. At 50 DPI, the porcine brains showed microscopic lesions, including meningeal inflammation, local vascular dilation, congestion, and inflammatory cell infiltration (Figures 1A,B), whereas porcine lungs showed local interstitial widening and alveoli emphysema. Additionally, tissue cysts were observed in the brain tissues of pigs at 50 DPI (Figures 1C,D), which confirmed that the infected pigs had sustained neuropathological damage. This is the first report of tissue cysts in pigs infected with the Chinese I genotype of *T. gondii*. No clinical symptoms or lesions were observed in the control group at any time point during this study.

**FIGURE 1:**
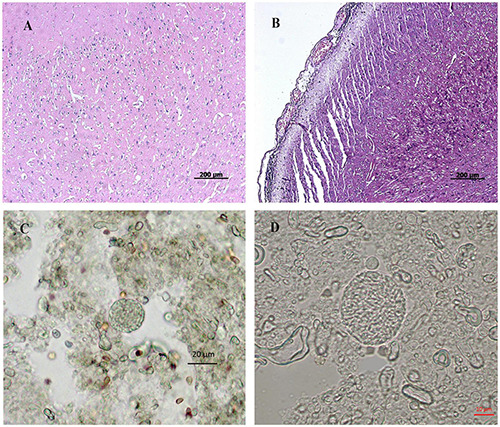
Histopathological observation of pig brain infected by *T. gondii*. **(A**,**B)** represent histopathology of tissue sections prepared from porcine brain by HE staining. **(A)** represents the brain prepared from pigs of the control group. **(B)** represents the brain prepared from pigs in the infected group. **(C,D)** represents tissue cysts of *Toxoplasma* in brain tissue homogenate of the infected pigs. **(A,B)**, bar = 200 μm; **(C)**, bar = 20 μm; **(D)**, bar = 10 μm.

### *Toxoplasma gondii* Detection by PCR and Mouse Bioassay

The PCR results showed that brain tissues from the infected pigs at 10, 25, and 50 DPI were *T. gondii* positive, whereas those from the control group were *T. gondii* negative. All the mice inoculated with homogenates of brain tissue from the infected pigs developed toxoplasmosis within 7∼15 days, and numerous *T. gondii* tachyzoites were observed in ascites fluid of these mice. No onset of toxoplasmosis occurred in mice inoculated with the homogenates of brain tissue of control pigs within 30 days, and mouse serum was negative for anti-*T. gondii* antibodies.

### Profile of Sequencing Data

MicroRNA libraries were successfully prepared from the brains of infected and uninfected (control) pigs. 

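Each of the 6 small RNA libraries was made from a pool of brain RNA from 3 pigs, with 1 library for each group and time point, so no comparison within a time point has a replicate check. The libraries of infected pigs are named BI and those of uninfected pigs BC, followed by the day post infection (DPI). The authors deposited, for each library, the number of reads counted on each mature miRNA and its TPM. The counts came from reads aligned without mismatch to the pig genome Sscrofa10.2, with known miRNAs taken from miRBase and the others predicted from stem-loop structures. The total count was 5413200 in BI-10, 5561072 in BI-25 and 4670722 in BI-50, and 1361462 in BC-10, 7047411 in BC-25 and 7122957 in BC-50. BC-10 was therefore the shallowest library in reads counted on miRNAs. In it, 1 read stands for 0.735 TPM, compared with 0.140 TPM in BC-50. A count of 0 allows up to 3 counts, which is 2.20 TPM in BC-10 and between 0.421 and 0.642 TPM in the other libraries. Such limits, and the 95% exact Clopper-Pearson intervals given in parentheses after log2 fold changes, cover counting error only and not the differences between pigs. Fold changes compare the infected library with the control library of the same time point after TMM scaling of the 2 libraries. A miRNA was called a DEM at q below 0.01 and an absolute log2 fold change above 1, with an exact binomial test on the counts and Benjamini-Hochberg adjustment. This test compares the reads of those 2 libraries, not infected with uninfected pigs.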

In the infected group, 11,387,795, 15,682,714, and 19,448,790 raw reads were obtained from the BI-10, BI-25, and BI-50 sRNA libraries, respectively. In the control group, 20,493,040, 12,082,833, and 12,318,466 raw reads were obtained from the BC-10, BC-25, and BC-50 sRNA libraries, respectively. After removing low-quality reads and masking adaptor sequences, more than 10 million high-quality clean reads were obtained from the six sRNA libraries (Table 1). In the 18∼35 nt sRNAs selected from clean reads, most were 20∼24 nt in length, with most being 22 nt in length. Of the sRNA tags from the six libraries, 83.11–90.68% aligned with the reference pig genome. Based on sequence alignment and category annotation, 4,627,784, 4,738,233, 4,095,744, 1,164,932, 5,691,495, and 6,412,436 total reads were identified as known miRNAs and 993, 1227, 1697, 772, 1164, and 1376 of total reads were predicted to be novel miRNAs from the sRNAs aligned to the reference sequence in the BI-10, BI-25, BI-50, BC-10, BC-25, and BC-50 sRNA libraries, respectively. 

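The reads counted on known miRNAs in the deposited tables summed to 5412257 in BI-10, 5559926 in BI-25, 4669112 in BI-50, 1360743 in BC-10, 7046287 in BC-25 and 7121649 in BC-50. Those on predicted miRNAs summed to 943, 1146, 1610, 719, 1124 and 1308, respectively. miR-9 and miR-9-1 differed by at most 2 reads in every library and together held between 33.6% (BC-50) and 49.3% (BC-25) of the total count, so a read can be counted at both. Taking the reads of known miRNAs and the clean reads that the paper reports, known miRNAs made up 41.3% of clean reads in BI-10, 30.9% in BI-25, 21.5% in BI-50, 5.90% in BC-10, 47.8% in BC-25 and 53.6% in BC-50.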

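The 6 deposited tables list 631 mature miRNAs in all. The number of known miRNAs with at least 1 read was 301 in BI-10, 304 in BI-25, 299 in BI-50, 287 in BC-10, 297 in BC-25 and 286 in BC-50. Predicted miRNAs numbered 165, 187, 192, 132, 161 and 163 in the same order. Many entries rested on few reads, and between 159 (BC-10) and 192 (BI-50) of the miRNAs listed in a library had fewer than 10.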

A total of 313 known miRNAs, corresponding to 300 precursors, was identified with a BLAST search against the miRBase, and 318 novel mature and 75 star miRNAs, corresponding to 324 precursors, were identified by recognition of standard stem-loop structures (Table 2). Of these mature miRNAs, 272 known and 48 novel miRNAs were shared among the six libraries. 

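At least 1 read in every library was found for 272 known and 48 predicted miRNAs. With a minimum of 3 reads the numbers fell to 254 and 20, and with a minimum of 10 reads, the alternative that moved them most, to 232 and 3. After every library was thinned at random to the 1361462 reads of the smallest, 251 known and 19 predicted miRNAs had a read in all 6.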

Twelve of the 20 most abundant miRNAs in each sample (miR-9-1, miR-9, miR-26a, let-7i, miR-181a, miR-128, miR-100, miR-30d, miR-27b-3p, miR-7, miR-127, and miR-103) were co-expressed in all six libraries (Supplementary Table 1). 

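Ranked by TPM, 12 miRNAs were among the 20 most abundant of every library, and 27 were among them in at least 1 library. miR-9 had 223262 TPM in BI-10, 208806 in BC-10, 200463 in BI-25, 246640 in BC-25, 176791 in BI-50 and 168179 in BC-50. The control libraries differed for several of the others. miR-128 had 19488 TPM in BC-10, 28370 in BC-25 and 100121 in BC-50, and miR-181a had 43801, 9951 and 10970 TPM. In the infected libraries, miR-181a had 20922 TPM in BI-10, 38771 in BI-25 and 46836 in BI-50. The 20 most abundant miRNAs held between 77.9% (BI-50) and 85.2% (BC-50) of a library's count.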

Comparison of the *T. gondii*-infected and uninfected group revealed that 371 miRNAs (286 known and 85 novel) were shared between the BI-10 and BC-10 samples, 404 miRNAs (294 known and 110 novel) between the BI-25 and BC-25 samples, and 394 miRNAs (282 known and 112 novel) between the BI-50 and BC-50 samples (Table 3). 

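Known miRNAs with reads in the infected library alone numbered 15 at 10 DPI, 10 at 25 DPI and 17 at 50 DPI, and those with reads in the control library alone numbered 1, 3 and 4. Thinning all libraries to the same depth changed this balance at 10 DPI, where 9 known miRNAs were then seen in BI-10 alone and 10 in BC-10 alone. After thinning, the numbers were 10 and 5 at 25 DPI and 27 and 9 at 50 DPI.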

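miR-1277 had 10 reads in BI-10 (1.85 TPM) and 0 in BC-10, and miR-202-5p and miR-7139-5p each had 6 reads in BI-10 (1.11 TPM) and 0 in BC-10. On the limit of 3 counts in BC-10, miR-1277 was at least 1.17-fold higher after scaling, but the counting interval of its log2 fold change reached down to -0.35 and it was not a DEM. For the other 2 the levels do not exceed what a count of 0 allows in BC-10, so a difference was not detectable at this depth. At 50 DPI, miR-19a had 45 reads in BI-50 and 0 in BC-50 and was at least 14.6-fold higher, taking 3 counts as the limit in BC-50 and the reads in BI-50 as exact. miR-4332 (22 reads) was at least 7.13-fold higher and miR-758 (21 reads) at least 6.81-fold higher on the same basis. With the counting error of both libraries, the lower limits of the log2 fold changes were 3.51 for miR-19a, 2.41 for miR-4332 and 2.34 for miR-758. miR-4332 and miR-758 were DEMs with all reads but not after thinning.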

By comparison with the control group at the same time point, some miRNAs were found to be infection stage specific, such as miR-1277, miR-202-5p, and miR-7139-5p, detected in BI-10 but not in BC-10, and miR-19a, miR-4332 and miR-758 were identified in BI-50 but not in BC-50 (Supplementary Table 2). However, most of these miRNAs had relatively low expression levels during *T. gondii* infection.

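Of the known miRNAs seen in the infected library alone, 11 at 10 DPI, 9 at 25 DPI and 6 at 50 DPI had at most 3 reads. Their median count was 3, 1 and 6 reads, and the highest count was 10, 5 and 45 reads, respectively.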

**TABLE 1:** The list of data filtering (%).

Library	Total reads	N% > 10%	Low quality	5′ contamine	3′ null or insert null	With ployA/T/G/C	Clean reads
BI-10	11,387,795 (100)	402 (0.00)	26,589 (0.23)	341 (0.00)	155,345 (1.36)	10,813 (0.09)	11,194,305 (98.30)
BI-25	15,682,714 (100)	122 (0.00)	12,811 (0.08)	1,167 (0.01)	314,296 (2.00)	27,552 (0.18)	15,326,766 (97.73)
BI-50	19,448,790 (100)	74 (0.00)	34,985 (0.18)	835 (0.00)	332,222 (1.71)	32,569 (0.17)	19,048,105 (97.94)
BC-10	20,493,040 (100)	100 (0.00)	33,117 (0.16)	1,626 (0.01)	641,110 (3.13)	86,894 (0.42)	19,730,193 (96.28)
BC-25	12,082,833 (100)	113 (0.00)	20,737 (0.17)	254 (0.00)	144,337 (1.19)	14,304 (0.12)	11,903,088 (98.51)
BC-50	12,318,466 (100)	72 (0.00)	38,869 (0.32)	685 (0.01)	308,249 (2.50)	16,870 (0.14)	11,953,721 (97.04)

**TABLE 2:** The known and novel miRNAs mapped on pig genome.

miRNA	Types	Total	sRNA libraries					
			BI-10	BI-25	BI-50	BC-10	BC-25	BC-50
Known miRNA	Mature	313	301	304	299	287	296	286
	Hairpin	300	280	288	285	284	285	283
	Unique sRNA	26,942	4,628	5,407	4,786	3,769	4,452	3,900
	Total sRNA	26,730,624	4,627,784	4,738,233	4,095,744	1,164,932	5,691,495	6,412,436
Novel miRNA	Mature	318	165	187	192	132	161	163
	Star	75	24	34	36	21	29	31
	Hairpin	324	176	204	214	143	169	175
	Unique sRNA	1,924	301	375	389	243	291	325
	Total sRNA	7,229	993	1,227	1,697	772	1,164	1,376

**TABLE 3:** The comparation of miRNA number between infection and control groups.

Comparations	Common		Infection		Control		Total
	known	novel	known	novel	known	novel	
BI-10 vs BC-10	286	85	15	80	1	47	514
BI-25 vs BC-25	294	110	10	77	3	51	545
BI-50 vs BC-50	282	112	17	80	4	51	546

### Differentially Expressed MicroRNA Analysis

The distribution of miRNA expression in different samples was shown by a TPM boxplot (Figure 2A). 

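Over the 631 miRNAs, the median was 0.739 TPM in BI-10, 1.26 in BI-25 and 1.28 in BI-50, compared with 2.20 in BC-10, 0.568 in BC-25 and 0.702 in BC-50. The upper quartile was 95.2, 106 and 78.0 TPM in the infected libraries and 99.2 and 51.2 TPM in BC-10 and BC-25, and it was lowest in BC-50. The median of BC-10 equals 3 reads in that library.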

Pearson correlation coefficients were used to estimate the expression patterns of miRNAs in different samples, which ranged from 0.872 for BC-10 versus BC-50 to 0.98 for BI-10 versus BI-25 (Figure 2B). 

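Pearson's r of log10(TPM + 1) across the 631 miRNAs, which are not independent replicates, was lowest for BC-10 and BC-50 (0.934) and highest for BI-10 and BI-25 (0.990) among all pairs of libraries. Squared, as the scale of Figure 2B is labelled, these are 0.872 and 0.980. For an infected library and its own control, r was 0.973 at 10 DPI, 0.983 at 25 DPI and 0.953 at 50 DPI. BC-10 had r of 0.982 with BI-50 and 0.959 with BC-25. The rank correlation gave the lowest value of the alternatives, with Spearman's rho of 0.829 for BC-10 and BC-50.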

In total, 182 unique pig-encoded miRNAs were significantly differentially expressed between the infected and control samples at the three time points (*q* < 0.001), including 14 novel miRNAs. 

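Over the 3 time points, 226 different miRNAs passed the thresholds, of which 191 were known and 35 predicted. Low counts bear on part of them, since 18 of the DEMs at 10 DPI, 6 at 25 DPI and 20 at 50 DPI had 0 to 3 reads in either library. At the stricter threshold of q below 0.001, there were 94, 83 and 159 DEMs at the 3 time points. The alternative that moved the number most was edgeR's exact test with the dispersion of the 3 control libraries taken as replicates, which called 0 miRNAs at every time point. That dispersion includes differences between days, and the power of this test was not simulated. Its 0 calls therefore do not show that no miRNA differed.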

Compared with the control groups at the same time point, 87, 68, and 135 unique miRNAs were identified as DEMs in the BI-10, BI-25, and BI-50 samples, respectively (Figure 3A and Supplementary Tables 3–5). In addition, 102 DEMs were identified to be sample specific, including 26 from BI-10, ten from BI-25, and 66 from BI-50 (Figure 3B). 

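With reads in either library, 514, 545 and 546 miRNAs were tested at 10, 25 and 50 DPI, and 104, 87 and 169 were DEMs. Higher in the infected library were 59, 40 and 103 of them, and lower were 45, 47 and 66. Without scaling beyond the library total, the split was 28 higher and 79 lower at 10 DPI, 121 and 13 at 25 DPI, and 150 and 39 at 50 DPI, with the median log2 fold change moved by -0.48, 0.74 and 0.65. The same test between control libraries gave 144 DEMs for BC-10 and BC-25, 177 for BC-10 and BC-50 and 153 for BC-25 and BC-50. Between infected libraries it gave 59 for BI-10 and BI-25, 105 for BI-10 and BI-50 and 62 for BI-25 and BI-50. The largest changes with at least 50 reads in both libraries included miR-450a at 10 DPI (log2 fold change 3.36, 3.10 to 3.63), and miR-491 in the opposite direction (-2.65, -2.81 to -2.50). At 25 DPI miR-374a-3p was lower (-3.03, -3.19 to -2.89). At 50 DPI miR-101 (5.56, 5.51 to 5.61) and miR-542-3p (5.25, 5.09 to 5.41) were higher, and miR-374a-3p (-3.63, -3.91 to -3.35) and miR-95 (-2.99, -3.10 to -2.89) were lower.

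**Figure D1:**
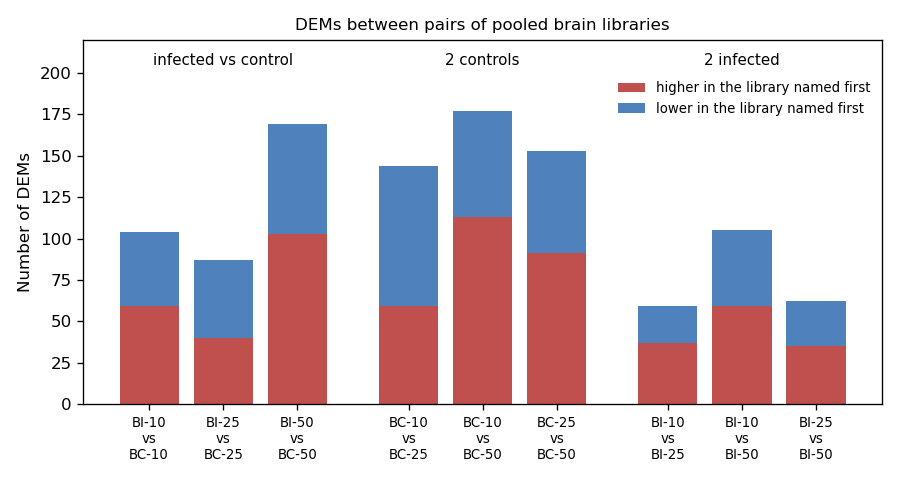
Number of DEMs (vertical axis) between pairs of pooled brain libraries, divided into miRNAs higher and lower in the library named first. The 3 pairs of infected and control libraries lie between 87 and 169 DEMs, the 3 pairs of controls between 144 and 177, and the 3 pairs of infected libraries between 59 and 105.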

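At 1 time point alone, 125 miRNAs were DEMs, of which 29 were at 10 DPI, 12 at 25 DPI and 84 at 50 DPI. At all 3 time points, 33 miRNAs were DEMs. A miRNA past the thresholds at 1 time point and not at another is not shown to differ between them, and that difference was not tested.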

Of 47 DEMs shared by the 25 DPI and 50 DPI time points, the expression patterns of 43 DEMs (91.5%, 43/47) were found to be consistent, including 22 upregulated and 21 downregulated DEMs (Figures 3C,D). 

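DEMs at both 25 and 50 DPI numbered 59, and 52 of them (88.1%, 77.1 to 95.1%) changed in the same direction, 27 higher and 25 lower in the infected library. Without scaling beyond the library total the share was 96.9%.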

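DEMs at both 10 and 25 DPI numbered 49. Of these, 5 (interval of the share 3.40 to 22.2%) changed in the same direction and 44 in opposite directions.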

Of 39 DEMs shared by the 10 DPI and 25 DPI time points, four DEMs (10.26%, 4/39) had consistent expression patterns. Of 50 DEMs shared by the 10 DPI and 50 DPI time points, 12 DEMs (24.0%, 12/50) had consistent expression patterns (Figures 3C,D). 

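DEMs at both 10 and 50 DPI numbered 59, of which 15 (25.4%, 15.0 to 38.4%) changed in the same direction. Among the DEMs of all time points, 11 were lower in the infected library at 10 DPI and higher at 25 and 50 DPI, and 16 were higher at 10 DPI and lower at 25 and 50 DPI. From the DEMs of 10 and 50 DPI, the paper proposes that the host may respond in different ways to acute and chronic infection. For 25 and 50 DPI it proposes that similar mechanisms may act.

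**Figure D2:**
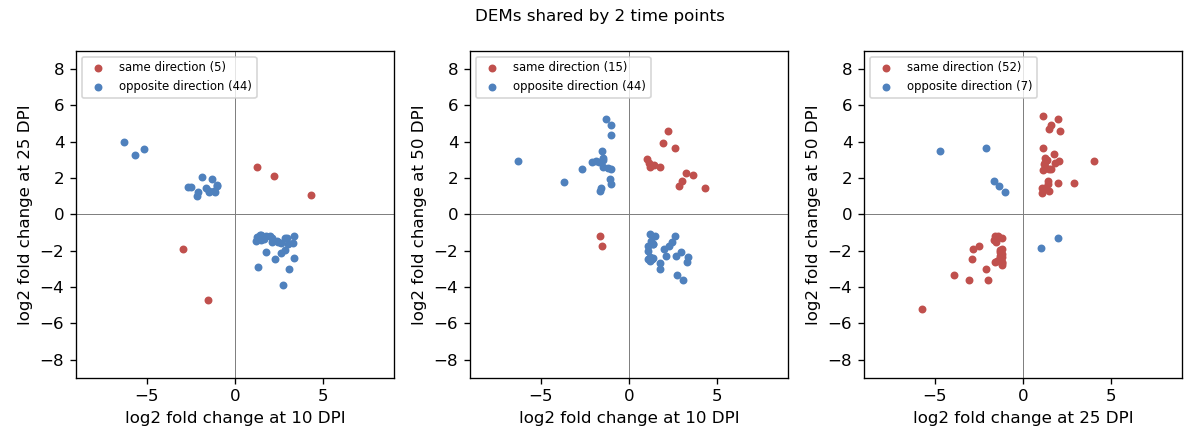
Log2 fold changes (infected over control) of the DEMs shared by 10 and 25 DPI, 10 and 50 DPI, and 25 and 50 DPI, 1 point for each miRNA, with the earlier time point on the horizontal axis. Points at the upper left and lower right changed in opposite directions, 44 of 49 in the plot of 10 and 25 DPI.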

Of the 133 upregulated DEMs, miR-142-3p and miR-142-5p were found in all infected samples (Figure 3C), but none of the shared miRNAs were found in downregulated DEMs in all infected samples (Figure 3D).

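Higher in the infected library at 1 time point or more were 161 DEMs, and 2 of them, miR-142-3p and miR-142-5p, were higher at all 3. The paper places both in the mir-142 family, so they may not be independent of each other. No DEM was lower at all 3. miR-142-3p had 3946 reads in BI-10 and 302 in BC-10 (log2 fold change 2.20, 2.03 to 2.37), 1720 in BI-25 and 304 in BC-25 (2.10, 1.93 to 2.28), and 1032 in BI-50 and 42 in BC-50 (4.58, 4.13 to 5.06). miR-142-5p had 3838 and 69 reads at 10 DPI (4.29, 3.94 to 4.65), 1696 and 606 at 25 DPI (1.09, 0.95 to 1.22), and 369 and 130 at 50 DPI (1.47, 1.17 to 1.76). At 25 DPI, miR-142-5p was no longer a DEM with TMM over all 6 libraries (0.98) or after thinning (0.89). With the time point as a block and the 3 infected libraries set against the 3 controls, edgeR's quasi-likelihood test called 0 of 290 miRNAs. An unadjusted p under 0.05 was given to 4 miRNAs, and DESeq2 called 1, miR-142-3p (log2 fold change 2.81, adjusted p = 0.0253). In edgeR, miR-142-3p had a log2 fold change of 2.95 (standard error 0.81, adjusted p = 0.943 with Benjamini-Hochberg adjustment) and miR-142-5p 2.25 (standard error 0.84, adjusted p = 0.943), both higher in 3 of 3 time points. In the downward direction, the smallest p were those of miR-205 (-1.86, standard error 0.87) and predicted miRNA 240 (-1.96, standard error 1.10), with the same adjusted p.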

**FIGURE 2:**
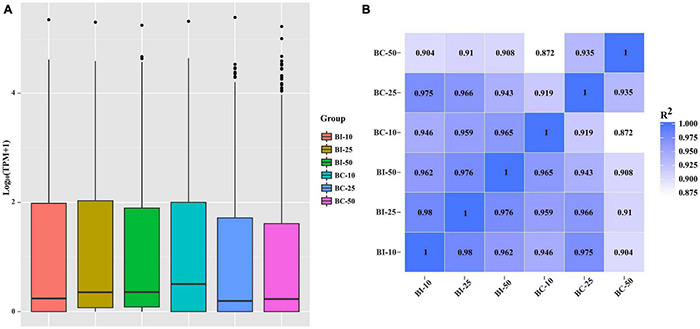
The miRNAs expression distribution and correlation analysis between samples in different groups. **(A)** TPM boxplot of miRNA expression levels in different samples. **(B)** Pearson correlation coefficients were calculated to estimate the association of expression levels between samples.

**FIGURE 3:**
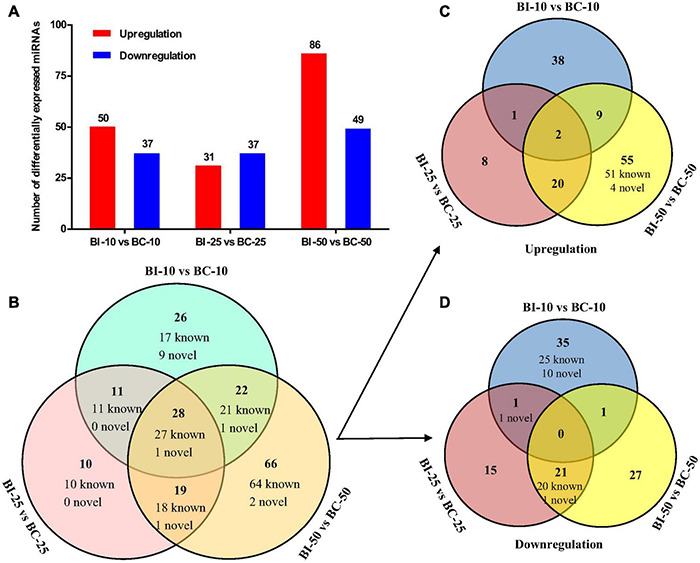
The differential expression analysis of pig brain miRNAs between the infected and control groups. **(A)** The number of DEMs between the infected and control groups at 10, 25, and 50 DPI. **(B**–**D)** The Venn diagrams of the DEMs between the infected and control groups at three time points.

### Functional Enrichment Analysis

In total, 4277 candidate target genes of DEMs were predicted by RNAhybrid and miRanda software. Of these, 497, 1935 and 3138 target genes were predicted for the upregulated miRNAs, and 3166, 171, and 1158 target genes for the downregulated miRNAs at 10, 25, and 50 DPI, respectively. Based on these putative target genes, GO enrichment analysis was performed to identify the enriched biological processes (BP), cellular components (CC), and molecular functions (MF) of the DEMs, the top 20 of which are shown in Figure 4. Compared with control samples, a total of 534 significantly enriched GO terms (*P* < 0.01) were identified from the infected samples, 191 of which were shared by the BI-10, BI-25, and BI-50 samples, and were mainly related to stimulus or immune response, signal transduction, protein phosphorylation and modification, cell death or apoptosis, metabolic processes, and developmental process. Of 480 GO terms enriched between BI-10 and BC-10, 416, 45, and 19 terms belonged to BP, CC, and MF, respectively (Supplementary Table 6); of 250 GO terms enriched between BI-25 and BC-25, 198, 38, and 14 terms were identified as BP, CC, and MF, respectively (Supplementary Table 6); of 357 GO terms enriched between BI-50 and BC-50, 302, 38, and 17 terms were identified as BP, CC, and MF, respectively (Supplementary Table 6).

**FIGURE 4:**
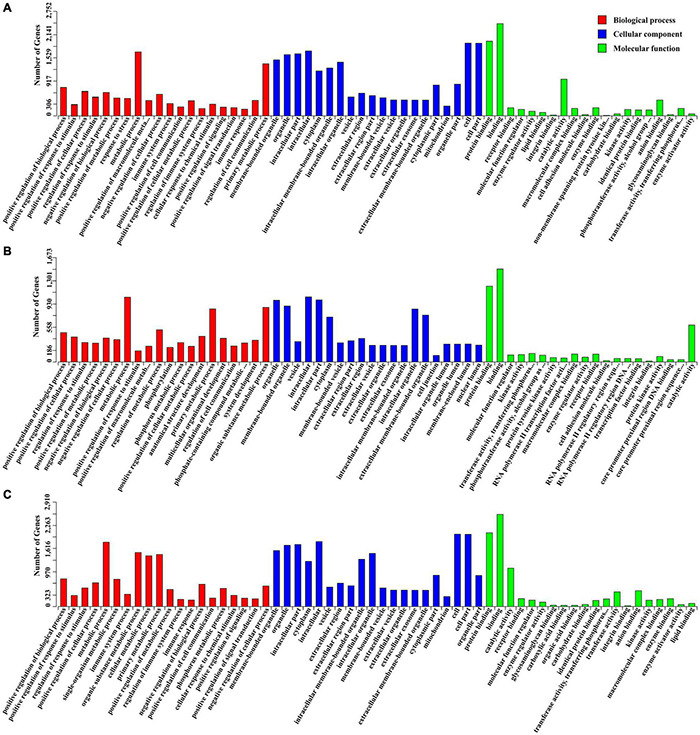
The GO enrichment analysis for target genes of DEMs. **(A)** The significant enriched GO terms of biological process, cellular component and molecular function for target genes of DEMs at 10 DPI. **(B)** The significant enriched GO terms of biological process, cellular component and molecular function for target genes of DEMs at 25 DPI. **(C)** The significant enriched GO terms of biological process, cellular component and molecular function for target genes of DEMs at 50 DPI.

Kyoto Encyclopedia of Genes and Genomes enrichment analysis was the performed to identify the roles of the identified DEMs in the porcine brain response to *T. gondii* infection. Compared with control samples, 275 KEGG pathways were enriched in the infected samples. The top 20 KEGG pathways of the target genes of DEMs between infection and control samples at 10, 25 and 50 DPI are shown in Figure 5. KEGG pathways with *P*-values < 0.05 were analyzed further (Supplementary Table 7); the most frequently represented pathways were associated with signal transduction, cancers, immune system or diseases, and infectious diseases containing protozoal diseases, such as malaria (ssc05144), toxoplasmosis (ssc05145), American trypanosomiasis (ssc05142), and leishmaniasis (ssc05140). In addition, 16, 20, and 15 pathways were significantly enriched (*P* < 0.05) at 10, 25, and 50 DPI, respectively. Further analysis found that the pathways inflammatory bowel disease (ssc05321), malaria (ssc05144), intestinal immune network for IgA production (ssc04672) and Chagas disease (ssc05142) were shared among the infected samples at 10, 25, and 50 DPI. Noteworthy, immune-related pathways were enriched at all time points, and all of the significantly enriched KEGG pathways involved in cancer were found at 25 DPI.

**FIGURE 5:**
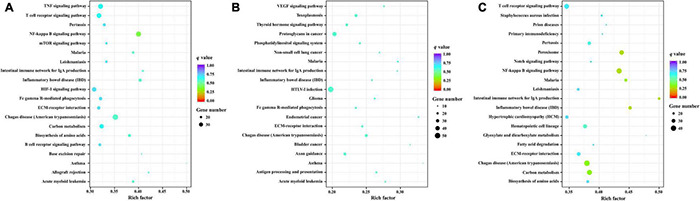
The KEGG enrichment analysis for target genes of DEMs. The top 20 KEGG pathways of differentially expressed miRNAs in porcine brain between the infected and control groups at 10 **(A)**, 25 **(B)**, and 50 **(C)** DPI. Rich factor indicates the ratio of target genes of DEMs enriched in the pathway among genes annotated in the pathway. Adapted from Kanehisa et al. (2017), Young et al. (2010).

### MicroRNA–Gene Network Analysis

Regulatory networks between the immune-related target genes and their upstream regulators (DEMs) at 10, 25, and 50 DPI were constructed to identify crucial connecting nodes (genes or DEMs) (Figure 6). In total, 123 different cytokines, including 19 chemokine related, 30 interleukin (IL) related, 28 tumor necrosis factor (TNF) related, nine interferon (IFN) related, three Toll-like receptors (TLRs), and 34 candidates containing C-type lectin domains were potentially regulated by 71 identified DEMs at the three time points. At 10 DPI, interactions were found between 30 DEMs and 91 cytokines. Among these DEMs, miR-2320-5p regulated the most target genes (20 targets), followed by miR-671-5p (18 targets) and miR-4331 (16 targets); a C-type lectin gene, *CD72*, was regulated by the most DEMs (six DEMs), followed by *EMILIN2*, *IL17RE*, and *MRC2*, each regulated by five DEMs (Figure 6A). These DEMs and cytokines might play important roles in response of the host brain to acute *T. gondii* infection. 

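miR-2320-5p had 512 reads in BI-10 and 533 in the shallower BC-10, a log2 fold change of -1.57 (-1.75 to -1.39). miR-671-5p had 242 and 173 reads (-1.03, -1.31 to -0.74), and it was not a DEM with DESeq2 size factors (-0.94). miR-4331 rested on 8 and 25 reads (-3.15, -4.51 to -1.96).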

At 25 DPI, 21 DEMs were found to regulate 55 cytokine genes. 

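At 25 DPI, miR-671-5p had 374 reads in BI-25 and 93 in BC-25, a log2 fold change of 1.61 (1.28 to 1.95).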

Compared with the other DEMs, miR-671-5p potentially participated in the interactions with the most target genes (18 targets) in porcine brain, and TNF-related cytokine *EMILIN2* was regulated by the most DEMs (five DEMs), followed by *IL17RE* and *RELT*, each regulated by four DEMs (Figure 6B). At 50 DPI, 112 different cytokines were regulated by 58 DEMs. Of these, miR-671-5p had the most target genes, with 18 targets, followed by the miRNAs miR-339-3p and miR-331-3p, which each had 15 targets. 

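At 50 DPI, miR-671-5p had 646 reads in BI-50 and 21 in BC-50, a log2 fold change of 4.90 (4.28 to 5.60). miR-331-3p had 2695 and 326 reads (3.01, 2.84 to 3.18). miR-339-3p rested on 50 and 4 reads (3.60, 2.16 to 5.53).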

The target gene regulated by the most DEMs was chemokine-related cytokine *CCR7*, with seven miRNAs. In addition, *CD72*, *EMILIN2*, and *IL17RE* were each regulated by six DEMs (Figure 6C). These cytokines may play key roles in the interactions between porcine brain and *T. gondii* during chronic infection.

**FIGURE 6:**
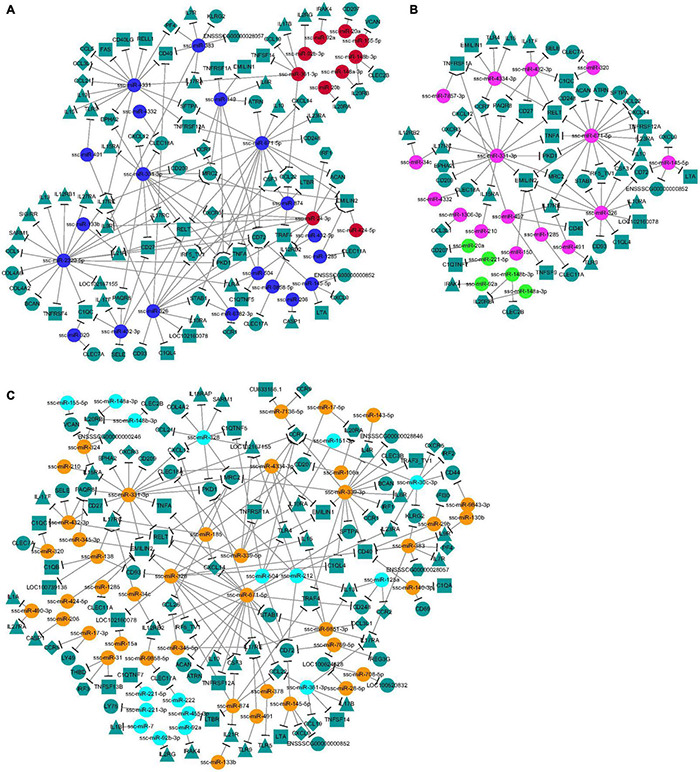
**(A**–**C)** The network analysis of the interaction between the DEMs and immune-related target genes. The node shapes were used for representing the different miRNAs or target genes (different types of cytokines), which were connected by edges (negative interaction between miRNA to target gene). And the colors of spherical nodes were represented the upregulated or downregulated miRNAs in porcine brain at different time points.

### Verification of Differentially Expressed MicroRNAs by RT-*q*PCR

Eleven representative DEMs, including three miRNAs (miR-142-3p, miR-142-5p, and miR-671-5p) that showed significant differential expression between the infected pigs and control samples at the three time points, were validated by RT-*q*PCR. miRNA sequences were used as the forward primers for the real-time PCR described in Table 4. The expression trends of all the miRNAs measured with RT-*q*PCR corresponded with those obtained from the original small RNA-sequencing data (Figure 7), indicating the accuracy and reliability of sequencing results used for the miRNA expression profiling study.

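Figure 7 shows 19 comparisons of 11 miRNAs, and in the counts 13 of them were higher and 6 lower in the infected library. miR-146a-5p had a log2 fold change of 1.25 (1.05 to 1.46) at 10 DPI, and 0.77 without scaling beyond the library total, below the threshold. miR-155-5p was higher at 10 DPI (2.65, 2.12 to 3.23) and lower at 50 DPI (-2.30, -2.53 to -2.07). The predicted miRNA on an unplaced scaffold of Sscrofa10.2, from 97524 to 97631 on the plus strand, had 1 read in BI-10 and 27 in BC-10, a log2 fold change of -6.26 with an interval from -11.62 to -3.66. The RT-qPCR measurements were not analysed here.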

**TABLE 4:** The sequences of miRNAs used for RT-qPCR validation.

miRNAs	Sequences
miR-142-3p	UGUAGUGUUUCCUACUUUAUGG
miR-142-5p	CAUAAAGUAGAAAGCACUACU
miR-2320-5p	UGGCACAGGGUCCAGCUGUCGG
miR-671-5p	AGGAAGCCCUGGAGGGGCUGGAGG
miR-146a-5p	UGAGAACUGAAUUCCAUGGGUU
miR-155-5p	UUAAUGCUAAUUGUGAUAGGGG
miR-185	UGGAGAGAAAGGCAGUUCCUGA
miR-339-3p	AGCUCCUCGAGGCCAGAGCCC
novel-626	UGGCUCCCUCCACCCGCC
miR-149	UCUGGCUCCGUGUCUUCACUCCC
miR-4331	UGUGGCUGUGGUGUAGGCCAGC

**FIGURE 7:**
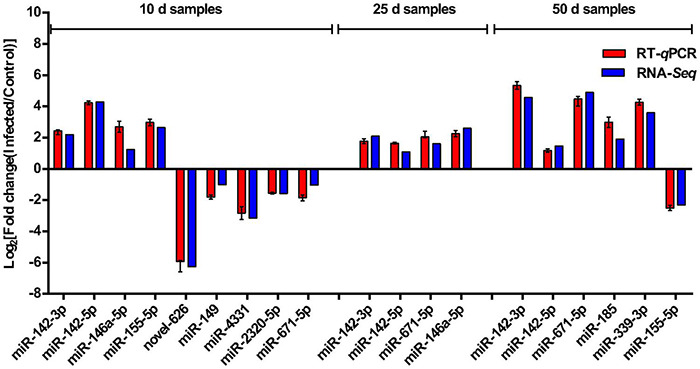
Sequencing data validated by RT-*q*PCR. Comparison of the expression pattern of the sequencing data and RT-*q*PCR data. Log_2_ (fold change) > 0 indicates the transcript upregulated in infection group compared to the control group. Log_2_ (fold change) < 0 indicates the transcript downregulated in infection group compared to the control group.

## Discussion

*Toxoplasma gondii* can infect various types of brain cell, including microglia, astrocytes, and neurons. *Toxoplasma*-induced CNS pathology is also common in patients with AIDS (Luft et al., 1984; Luft and Remington, 1988). Bioluminescence imaging alongside confocal fluorescence techniques demonstrate that *Toxoplasma* is localized to the brain, where it is observed predominantly in neurons during chronic infection in mice (Dellacasa-Lindberg et al., 2007; Melzer et al., 2010). However, in addition to mechanical damage caused by the living space of the tissue cysts, the mechanisms by which *T. gondii* injures the host brain remain poorly understood. *T. gondii* has been indicated to have an inherent ability to manipulate the global gene expression profiles of the invaded host cells (Tanaka et al., 2013). Therefore, the potential functions and relationships of target genes regulated by the DEMs identified herein could be used to analyze the possible mechanisms of brain injury during *T. gondii* infection.

### Characterization of Pig Brain MicroRNAs After Infection With *Toxoplasma gondii*

In the present study, a total of 182 DEMs were identified in porcine brain samples at three time points after *T. gondii* infection. 

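The DEMs at 50 DPI made up 74.8% of the 226 different DEMs and 67.2% of the 125 found at 1 time point alone. The shares at 10 DPI were 46.0% and 23.2%, and at 25 DPI 38.5% and 9.60%.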

Of the 182 DEMs and 102 sample-specific DEMs, 74.18% (135/182) and 64.71% (66/102) were found at 50 DPI, respectively, indicating that chronic *T. gondii* infection induced a high number of DEMs to result in damage to the brain. This result is consistent with those of previous studies (Xu et al., 2013; Hu et al., 2018; Hou et al., 2019; Zhou et al., 2020). According to our results, four (10.26%, 4/39), 12 (24.0%, 12/50), and 43 (91.5%, 43/47) DEMs had consistent expression patterns between 10 and 25 DPI, 10 and 50 DPI, and 25 and 50 DPI, respectively. DEMs with different expression patterns between 10 and 50 DPI might represent the differences in the induced responses of the host between acute and chronic *T. gondii* infection. In addition, the host responses to *T. gondii* infection might be potentiated by similar mechanisms based on the regulation of target gene expression by these DEMs at 25 and 50 DPI. In addition, the expression patterns of numerous DEM homologs, including miR-142-3p, miR-142-5p, miR-146a-5p, miR-155-5p, let-7d-5p, miR-125a, miR-455-3p, and miR-17-5p, obtained from the porcine brain in this study, were similar to those miRNAs identified in mouse brains following acute and chronic *T. gondii* infection (Zhou et al., 2020). 

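At 50 DPI, log2 fold changes were -1.01 (-1.07 to -0.96) for let-7d-5p, -1.45 (-1.47 to -1.43) for miR-125a, -1.65 (-1.91 to -1.39) for miR-455-3p and 1.35 (1.20 to 1.51) for miR-17-5p. These 4 were DEMs at 50 DPI and not at 10 or 25 DPI. At 10 DPI let-7d-5p was at 0.36, miR-125a at -0.02, miR-455-3p at 0.64 and miR-17-5p at 0.44. At 25 DPI they were at -0.21, -0.38, -0.45 and 0.47. Without scaling beyond the library total, let-7d-5p, miR-125a and miR-455-3p were not DEMs at 50 DPI, and miR-17-5p was a DEM at 25 DPI as well (1.21). After thinning, let-7d-5p was not a DEM at 50 DPI (-0.92). The sign changed without that scaling for let-7d-5p at 10 DPI (-0.13) and 25 DPI (0.53), for miR-125a (0.36) and miR-455-3p (0.29) at 25 DPI and for miR-17-5p at 10 DPI (-0.04), and with DESeq2 size factors for miR-125a at 10 DPI (0.07). The mouse data were not used here.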

Based on these findings, we suggest that these DEMs or DEM homologs induced by *T. gondii* serve as essential mediators in the brain response, but are not strictly host specific. miR-142-3p and miR-142-5p were identified as showing upregulated expression in the brain tissue of pigs following *T. gondii* infection at all time points. miR-142-3p reduces regulatory T cell (Treg) functions by limiting AC9 and cAMP production (Huang et al., 2009), and manages autophagy and thymic-derived regulatory T cell survival by regulating the autophagy gene *ATG16L1* post transcriptionally (Zhai et al., 2014; Lu et al., 2018). miR-142-5p is usually associated with adaptive immune responses of the host in experimental malaria models (Judice et al., 2016). This indicates that miR-142-3p and miR-142-5p, as two members of the mir-142 family, might have central roles in host resistance to *T. gondii*, and could be responsible for the persistent immune activation and inflammatory response in host brain throughout the infection process.

### Unfolded Protein Response

Cells respond to misfolded proteins in endoplasmic reticulum (ER) or mitochondria via the unfolded protein response (UPR), which is an early stress response to external environmental factors and triggers a series of signal transmission processes. Functional loss of ER induces the UPR to activate cell autophagy or apoptosis, thus leads to abnormal nervous system (Hou et al., 2021). Abnormal aggregation of misfolded proteins is one of the most important pathological traits in the brain shared by many neurodegenerative diseases, and there is a significantly causal association between accumulation of a specific misfolded protein and the development of pathology of the brain (Hetz and Saxena, 2017). In the present study, 33 target genes related to the unfolded or misfolded protein response based on 17 GO terms were identified as potential targets of 32 DEMs at three time points (Supplementary Table 8). Of 32 DEMs, miR-92a and miR-92b-3p, circulating biomarkers of *T. gondii* infection (Ngô et al., 2017), were found to be targeted to the gene encoding clusterin (*CLU*). CLU is a secreted chaperone and proposed to be a biosensor of oxidative injury, which helps the protein folding of secreted proteins and participates in proapoptosis and antiapoptosis. 

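miR-92a had a log2 fold change of 1.76 (1.62 to 1.89) at 10 DPI, -1.20 (-1.25 to -1.15) at 25 DPI and -2.69 (-2.75 to -2.64) at 50 DPI. miR-92b-3p was at 1.09 (0.98 to 1.20), -0.87 (-0.92 to -0.82) and -2.04 at the same time points, and was not a DEM at 25 DPI. Both miR-92a at 25 DPI (-0.46) and miR-92b-3p at 10 DPI (0.61) fell below the threshold without scaling beyond the library total.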

CLU-enhanced cell survival can be mediated by activation of UPR/ER stress in hypoxia (Dairi et al., 2016), indicating that *T. gondii*-induced brain injury might be enhanced via potential targeting to *CLU* by the downregulated miR-92a and miR-92b-3p during chronic infection, while neuroprotection is potentially demonstrated based on the upregulated miR-92a and miR-92b-3p during acute infection.

Unfolded protein response controlled by ER stress sensor proteins involves three main proteins: protein kinase RNA-like ER kinase (PERK), inositol-requiring enzyme 1 (IRE1), and activating transcription factor-6 (ATF6). Abnormal expression of ATF6 can promote ER stress-induced inflammation and apoptosis (Chen et al., 2020). In the present study, GO terms associated with PERK- and IRE1-mediated UPR were enriched by DEMs at 10 DPI. In these GO terms, non-receptor-type protein phosphatase 1 (*PTPN1*), mediating AD-like tau pathology in the hippocampus of wild-type mice and synaptic and memory disorders in AD (Hou et al., 2020), was potentially targeted by miR-149, which was downregulated at 10 DPI. 

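miR-149 had 9448 reads in BI-10 (1745 TPM) and 6653 in BC-10 (4887 TPM), a log2 fold change with an interval from -1.05 to -0.96, at the threshold. With DESeq2 size factors it was at -0.92 and not a DEM.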

*ATF6* was potentially regulated by miR-133a-5p (upregulated at 50 DPI) and miR-4331 (downregulated at 10 DPI), showing the significant difference in the ATF6-induced UPR to ER stress in *T. gondii*-infected brain during the acute and chronic phases of infection. Thus, *T. gondii* might determine the expression of a range of genes encoding overlapping functions to create a dynamic UPR network by regulating brain miRNA expression in the host. 

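miR-133a-5p had 38 reads in BI-50 and 3 in BC-50, a log2 fold change of 3.62 with a wide interval (1.97 to 5.96). It was not a DEM after thinning (3.02).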

UPR signaling pathways have crucial roles in disease pathogenesis, including toxoplasmosis. Simultaneously, perturbation of host mitochondrial function caused by the misfolding protein response following *T. gondii* infection is also likely to impact the pathogenesis of this disease.

### Oxidative Stress

Excessive intracellular amounts of reactive oxygen species (ROS) can lead to oxidative stress (OS). OS and increased ROS production contribute to ER stress, protein misfolding, and induction of the UPR (Zhang and Kaufman, 2006). OS has important roles in toxoplasmic encephalitis-induced neuropathology (Dincel and Atmaca, 2016) and acute toxoplasmosis in mice (Engin et al., 2012; Tonin et al., 2014; Xu et al., 2015). In the current study, 38, 24, and 42 target genes in OS-related GO terms were potentially enriched by DEMs at 10, 25, and 50 DPI, respectively (Supplementary Table 9). Of these, 22 target genes were shared by all three time points. 

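Of the DEMs that Supplementary Table 9 lists, all were called here. At 10 DPI, 3 were higher and 17 lower in the infected library (median log2 fold change -1.53), at 25 DPI 11 were higher and 2 lower (1.27), and at 50 DPI 22 were higher and 7 lower (2.50).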

ROS mediates oxidative damage, and is involved in infection-mediated neuropathy (Peterson and Toborek, 2014). *NOX1* can generate ROS, and was potentially targeted by novel-695 and miR-4331 at 10 DPI, and by miR-185 and miR-339-3p at 50 DPI in this study. This implied that augmented OS induced by *NOX1* may contribute to the oxidative damage of cellular membranes and macromolecules, and thus led to cellular apoptosis and death by dysregulation of miRNAs in the acute infection. 

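The predicted miRNA on chromosome 4 of Sscrofa10.2, from 131392267 to 131392374 on the minus strand, had 0 reads in BI-10 and 29 in BC-10 and was at least 27.5-fold lower, taking 3 counts as the limit in BI-10 and the reads in BC-10 as exact. With the counting error of both libraries, its log2 fold change was at most -4.39. miR-185 had 18389 reads in BI-50 and 4750 in BC-50, a log2 fold change of 1.91 (1.87 to 1.96).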

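At 10, 25 and 50 DPI, log2 fold changes were -1.48 (-1.59 to -1.38), 1.23 (1.10 to 1.36) and 3.09 (2.94 to 3.24) for miR-326. They were -1.05 (-1.10 to -0.99), 1.58 (1.54 to 1.62) and 2.50 (2.46 to 2.54) for miR-145-5p, which was not a DEM at 10 DPI with DESeq2 size factors (-0.96). miR-1285 was at -2.09 (-2.34 to -1.84), 1.25 (1.05 to 1.45) and 2.86 (2.43 to 3.33), and was not a DEM at 25 DPI after thinning (0.96). miR-331-3p was at -1.46 (-1.62 to -1.30) at 10 DPI and 1.28 (1.16 to 1.41) at 25 DPI.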

Approximately 18 genes (*PXDN*, *SESN2*, *ADPRHL2*, *CLN8*, *ERCC3*, *GPX5*, *HYAL2*, *NEIL1*, *NONO*, *NOR*1, *PARK7*, *PDK2*, *PLK3*, *PRDX5*, *PSAP*, *PTGS1*, *ROMO1* and *STX4*) were identified as potential targets by five DEMs (miR-331-3p, miR-326, miR-671-5p, miR-145-5p, and miR-1285), showing decreased expression at 10 DPI, and increased expression at 25 and 50 DPI (Supplementary Table 9). These DEM–target gene networks demonstrated the involvement of OS during the different infection stages, and revealed the possible mechanisms of neuropathological damage induced by the early toxoplasma infection and plerosis in chronic infection phase. Moreover, miR-345-5p, showing upregulated expression in the infected brain at 50 DPI, targets the gene encoding nitric oxide synthase 3 (*NOS3*), which induces nitric oxide (NO) production in endothelial cells and has a neuroprotective effect through maintaining cerebral blood flow. 

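miR-345-5p had 237 reads in BI-50 and 7 in BC-50, a log2 fold change of 5.04 (3.98 to 6.37).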

A previous study showed that high NO production, glial activation, and apoptosis cause severe neuropathology in toxoplasmic encephalitis (Dincel and Atmaca, 2016). Thus, miR-345-5p/*NOS3* could reflect a defense mechanism of the host brain against *T. gondii*-induced damage.

### Autophagy

Autophagy is a self-digestive lysosomal degradation pathway found in most eukaryotic cells (Besteiro, 2019), and also has a housekeeping role in removing misfolded or aggregated proteins and clearing damaged organelles (Boya et al., 2013). Tissue-type plasminogen activator can reduce brain injury severity and protected mitochondria via regulation of autophagy (Cai et al., 2021), suggesting that autophagy plays an important role in nervous system injury. Autophagy and beclin1 regulator 1 (*AMBRA1*) is a crucial regulator of autophagy initiation (Di Bartolomeo et al., 2010; Strappazzon et al., 2011). Microtubule-associated protein 1 light chain 3 alpha (*MAP1LC3A*) and its homologs (*GABARAP* and *GABARAPL1*) are a hallmark of autophagy and essential for autophagosome formation (Ye et al., 2020). Previous research had suggested a role for autophagy in the elimination of the *T. gondii* tachyzoites (Ling et al., 2006). 

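The DEMs that Supplementary Table 10 lists were all called here. At 10 DPI, 4 were higher and 25 lower in the infected library, at 25 DPI 14 were higher and 4 lower, and at 50 DPI 28 were higher and 11 lower.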

In the current study, 47, 29, and 44 target genes were enriched at 10, 25 and 50 DPI, respectively, by the DEMs in GO or KEGG terms tagged with autophagy (Supplementary Table 10). Of these, 24 potential target genes were co-regulated by DEMs across all three time points. 

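miR-145-5p had 3855 TPM in BC-10, 949 in BC-25 and 767 in BC-50, compared with 1337 in BI-10, 4728 in BI-25 and 6815 in BI-50. miR-331-3p had 476, 99.5 and 45.8 TPM in the controls and 124, 404 and 577 TPM in the infected libraries. miR-671-5p had 127, 13.2 and 2.95 TPM in the controls and 44.7 TPM in BI-10 and 67.3 in BI-25. For these 3 miRNAs the level fell between the control libraries of 10 and 50 DPI and rose between the infected ones.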

*AMBRA1* was potentially targeted by miR-145-5p, miR-331-3p, and miR-671-5p, which showed downregulated expression at 10 DPI and upregulated expression at 25 and 50 DPI (Supplementary Table 10). It indicated that an intracellular defense mechanism is established through initiation of autophagy during acute *T. gondii* infection, whereas autophagy is suppressed during chronic infection. 

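At 50 DPI, log2 fold changes were 1.71 (1.46 to 1.98) for miR-324, 1.26 (1.11 to 1.42) for miR-339-5p, 2.79 (2.34 to 3.26) for miR-4334-3p and 1.44 (1.09 to 1.81) for miR-9858-5p. They were 3.67 (3.35 to 4.02) for miR-210 and 1.80 (1.68 to 1.91) for miR-708-5p. miR-133b rested on 108 reads in BI-50 and 5 in BC-50 (4.39, 3.13 to 6.04).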

*MAP1LC3A*, *GABARAP* and *GABARAPL1* were identified as the potential targets of miR-324, miR-339-5p, miR-4334-3p, miR-9858-5p, miR-133b, miR-210, and miR-708-5p (Supplementary Table 10). The interactions between targets and miRNAs might be associated with long-term parasitism and chronic injury in the brain during chronic *T. gondii* infection. Frontline studies in neuroscience have revealed that synaptic components (e.g., synaptic proteins, organelles, neurotransmitters, and their receptors) are selectively degraded by autophagy. Apart from the canonical role of autophagy in supporting cell viability, synaptic autophagy appears to regulate synapse remodeling and plasticity (Tomoda et al., 2020). Although autophagy has a crucial role in intracellular defense against *T. gondii*, dysfunctional autophagy might be one of the important mechanisms of pathological injury induced by *T. gondii* infection.

### Cell Apoptosis

Dysregulated cell apoptosis is an important factor that leads to pathology, including developmental defects, autoimmune diseases, neurodegeneration, or cancer (Elmore, 2007). To evade immunity and enhance intracellular survival, *T. gondii* has evolved strategies to modulate host cell apoptosis. The apoptosis of astrocytes in mice is one of the key factors allowing the persistence of this parasite in the brain (Contreras-Ochoa et al., 2013). Previous studies have shown that some miRNAs participate in the regulation of apoptosis in host cells following *T. gondii* infection (Xiao and Rajewsky, 2009; Cai et al., 2013, 2014; Rezaei et al., 2018). In the current study, 249, 155, and 261 potential target genes were enriched in GO and KEGG pathways related to apoptosis by 43, 26 and 71 DEMs at 10, 25 and 50 DPI, respectively (Supplementary Figures 1–3). Of these, 27, 19, and 26 potential target genes were specifically enriched in neuron apoptotic process-related GO terms by 24, 14, and 26 DEMs at 10, 25, and 50 DPI, respectively (Supplementary Table 11), indicating that *T. gondii* is able to alter the neuron apoptotic machinery.

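The DEMs that Supplementary Table 11 lists were all called here, with 7 higher and 17 lower in the infected library at 10 DPI, 10 and 4 at 25 DPI, and 20 and 6 at 50 DPI. The predicted targets were not analysed here.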

Factor associated suicide (*FAS*) is a key factor that triggers the apoptotic process of host cells. *CJUN* is an important transcription factor that directs the transcription of pro-apoptotic mediators (Chipuk et al., 2010). In the current study, potential targets *FAS*, *CJUN*, *TP63*, *CNTF*, and *TYRO3* were specifically regulated by DEMs (novel-626, miR-2320-5p, miR-4331, miR-2320-5p, miR-6782-3p, novel-511, and miR-149), showing decreased expression at 10 DPI. 

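miR-6782-3p had 9 reads in BI-10 and 18 in BC-10, a log2 fold change of -2.51 (-3.85 to -1.28). The predicted miRNA on chromosome 7 of Sscrofa10.2, from 69920224 to 69920331 on the plus strand, had 1 read in BI-10 and 18 in BC-10 (-5.68, -11.06 to -3.02).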

The interactions between these DEMs and target genes suggest that proapoptotic activity is initiated during acute *T. gondii* infection.

SET nuclear proto-oncogene (*SET*) is often overexpressed in cancer cells, and inhibits p53 activity, which induces cell cycle arrest and apoptosis (Wang et al., 2016). Amyloid precursor protein (*APP*) is closely related to Alzheimer’s disease, and has an important role in apoptosis and pathological injury in the brain (Ułamek-Kozioł et al., 2020). Vascular endothelial growth factor-B (*VEGFB*) is associated with angiogenesis, neuronal protection, and the pathogenesis of tumorigenesis (Dmytriyeva et al., 2020). In the current study, potential targets *PINK1*, *SET*, *APP*, and *VEGFB* were also specifically regulated by DEMs (miR-708-5p, miR-769-5p, miR-31, and miR-708-5p), showing upregulated expression at 50 DPI. These DEMs obtained at 50 DPI might be involved in pathological damage of brain induced by *T. gondii* cysts.

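miR-769-5p had 13816 reads in BI-50 and 3328 in BC-50, a log2 fold change of 2.01 (1.96 to 2.07). miR-31 had 89 and 36 reads (1.27, 0.69 to 1.87).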

Approximately 37 target genes in the apoptosis pathway (ssc04210) were identified as potential targets by 44 DEMs at three time points (Supplementary Figure 4), of which 21 genes were co-regulated by the DEMs obtained at three time points. All DEMs participating in the regulation of these genes at 10 DPI were identified as having downregulated expression, whereas the expression of miRNAs obtained at 25 DPI and 50 DPI showed the opposite expression pattern. This shows that *T. gondii* alters the apoptosis pathway in host cells during acute and chronic infections. In addition, the hypofunction of miR-149, miR-331-3p and miR-671-5p might activate the TNF receptor pathway of cell apoptosis by inducing increased expression of TNFA and TNFAR1 during acute *T. gondii* infection (Supplementary Table 12). 

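Supplementary Table 12 lists 21 genes at all 3 time points. Of the 19 DEMs it gives for them at 10 DPI, 4 were higher and 15 lower in the infected library. At 25 DPI, 11 were higher and 0 lower, and at 50 DPI 18 were higher and 1 lower.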

The alterations reduce the survival and proliferation of *T. gondii* and make the parasites susceptible to immune attack, thereby attenuate the acute damage in the brain induced by *T. gondii*.

### Tumorigenesis

Brain tumors often result in space-occupying lesions and compromise the blood-brain barrier, causing a robust infiltration of multiple immune cell types from the peripheral circulation (Quail and Joyce, 2017), further aggravating the degree of brain damage. Brain tumorigenesis can be induced by various factors, including brain injury and intracranial infection. A positive correlation between anti-*T. gondii* antibodies and incidences of brain cancer was shown in the previous studies, which suggested *T. gondii* infections increase the risk of brain cancer (Thomas et al., 2012; Thirugnanam et al., 2013). *T. gondii* infection can cause gliomas in experimental animals (Wrensch et al., 1993). In the present study, all of the significantly enriched KEGG pathways involved in cancer, including acute myeloid leukemia (ssc05221), endometrial cancer (ssc05213), bladder cancer (ssc05219), non-small cell lung cancer (ssc05223), glioma (ssc05214), and proteoglycans in cancer (ssc05205), were found at 25 DPI, illustrating that mechanisms of many different types of tumor are potentially activated in the infected brain by *T. gondii* infection at this time point. In particular, in the glioma pathway, expression of *PRKCG*, *NRAS*, *MAPK1*, *ARAF*, and *MAP2K2* was potentially dominated by miR-671-5p, miR-152, miR-320, miR-491, and miR-326, with upregulated expression at 25 DPI (Supplementary Table 13), suggesting that cell growth and proliferation are influenced by *T. gondii* via the MAPK signaling pathway. 

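At 25 DPI, miR-152 had 22183 reads in BI-25 and 6501 in BC-25, a log2 fold change of 1.37 (1.33 to 1.41). miR-320 was at 1.27 (1.20 to 1.35) and miR-491 at 1.49 (1.32 to 1.68).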

Brain injury induced by acute *T. gondii* infection might be suppressed at 25 days post-infection through inhibition of tumorigenesis signaling pathway-related genes expression. Moreover, activity of the mTOR signaling pathway might be inhibited by *Toxoplasma* infection to regulate cell survival based on the control of *AKT2* and *PIK3CD* expression by miR-671-5p and miR-150 (Supplementary Figure 5 and Supplementary Table 13). 

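miR-150 had 2804 reads in BI-25 and 1059 in BC-25, a log2 fold change of 1.01 (0.90 to 1.11). It was not a DEM with DESeq2 size factors (0.92), with TMM over all 6 libraries (0.90) or after thinning (0.82).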

*AKT2* is one of the important genes associated with signaling pathways that control glial cell activation, which serves as a compensatory response that modulates tissue damage and recovery (Chen et al., 2019). The current study also identified up to 17 DEMs (miR-150, miR-331-3p, miR-671-5p, miR-326, miR-432-3p, miR-491, miR-4332, miR-4334-3p, miR-320, miR-152, miR-34c, miR-497, miR-1306-3p, miR-92a, miR-128, let-7e, and miR-664-3p) participating in cancer processes at 25 DPI. 

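At 25 DPI, log2 fold changes were 2.90 (2.72 to 3.08) for miR-34c, 1.27 (1.02 to 1.52) for miR-497 and 1.21 (0.98 to 1.44) for miR-4334-3p. miR-432-3p was at 1.45 (0.87 to 2.06) and miR-1306-3p at 1.19 (0.60 to 1.81), and neither was a DEM after thinning. miR-4332 rested on 84 reads in BI-25 and 4 in BC-25 (3.99, 2.58 to 5.90). Lower in BI-25 were miR-664-3p (-2.89, -3.08 to -2.71), miR-128 (-1.16, -1.18 to -1.15) and let-7e (-1.18, -1.21 to -1.15), and the latter 2 were not DEMs without scaling beyond the library total.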

The above analyses indicated that brain injury caused by *T. gondii* may be closely related to the mechanism of brain tumorigenesis. Intriguingly, nearly all these DEMs (exception for let-7e) were also found to have an important role in regulation of apoptosis. This suggests that that *T. gondii* initiates cancer processes through dysregulation of apoptosis induced by these DEMs.

### Inflammatory Response

Neuroinflammation is a physiological protective response in the context of infection and injury, and is believed to play a pivotal role in brain injury (Chang et al., 2020). However, neuroinflammation, especially if chronic, may also drive neurodegeneration (Yilmaz et al., 2019). Activated immune cells during infection produce inflammatory factors that can be cytotoxic and cause brain injury (Quail and Joyce, 2017). Previous research has found that *T. gondii* infection stimulated the neurons and the entire brain to induce various inflammatory diseases, such as subclinical and basal neuroinflammation, chorioretinitis, and encephalitis (Weiss and Dubey, 2009; Parlog et al., 2014), leading to brain injury and cognitive dysfunction (Kang et al., 2020). Many miRNAs involved in the inflammatory response and pathological injury of brain tissue in mice or human; for example, experimental autoimmune encephalomyelitis disease severity was reduced by overexpression of miR-146a, miR-497, miR-26a, and miR-20b, or by suppression of miR-181c and miR-155 (Martinez and Peplow, 2020). In addition, let-7, especially let-7d and let-7e, was previously reported as a signaling molecule for TLR7 in microglia and macrophages, which contribute to CNS inflammation (Lehmann et al., 2012; Derkow et al., 2018). These miRNAs were also identified in the current study, revealing their possible roles in inflammation-induced pathological injury in the brain during *T. gondii* infection.

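miR-26a was at a log2 fold change of 1.98 at 10 DPI, -1.21 (-1.22 to -1.20) at 25 DPI and -1.91 (-1.92 to -1.89) at 50 DPI. miR-20b was a DEM at 10 DPI (1.32, 1.07 to 1.58) and not at 25 DPI (0.21) or 50 DPI (0.53). miR-181c was a DEM at 50 DPI (4.02, 3.77 to 4.28) and not at 10 DPI (-0.73) or 25 DPI (0.93). miR-146a-5p at 25 DPI was at 2.61 (2.36 to 2.87). Without scaling beyond the library total, miR-26a at 25 DPI and miR-20b at 10 DPI were not DEMs, and miR-20b at 50 DPI and miR-181c at 10 and 25 DPI were.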

The gut contains more neural networks and is more closely linked to the nervous system than is commonly perceived. For example, gastrointestinal inflammation has been associated with schizophrenia (Severance et al., 2012, 2016). The gut mucosal immune system has a crucial role in the systemic dissemination of *T. gondii* (Hinze-Selch, 2015). In the KEGG enrichment, two gut mucosal immune-related pathways [inflammatory bowel disease (ssc05321) and intestinal immune network for IgA production (ssc04672)] were shared among the infected brains at 10, 25, and 50 DPI. The significant enrichment of these two immune-related pathways suggests that these immune factors are implicated in brain disorder pathogenesis, and implies a suggested link between the mucosa and brain immunity during *T. gondii* infection.

The NF-kappa B (NF-κB) (ssc04064) and T cell receptor (TCR) (ssc04660) signaling pathways were significantly enriched at both 10 and 50 DPI (Supplementary Table 7). miR-145-5p and miR-31 have been shown to influence the development of inflammation by activating the NF-κB pathway (Shi et al., 2018; Wang X. et al., 2019). miR-145-5p/NF-κB or miR-31/NF-κB was also found to have a possible role in *T. gondii* infection in the current study. *T. gondii* activated or inhibited the NF-κB signaling pathway by regulating various stimulating factors, including LIGHT, LTA, and TNFα (encoded by *TNFSF14*, *LTA*, and *TNFA*, respectively). However, the miRNAs(miR-361-3p, miR-331-3p, miR-671-5p, and miR-145-5p), as potential regulators of the NF-κB signaling pathway, showed the opposite expression patterns in acute and chronic infection stages (Supplementary Table 14). Moreover, stage-specific stimulating factors were also found to be altered; for example, acute infection might activate the NF-κB signaling pathway via CD40 (encoded by *CD40G*), which was regulated by miR-4331 with decreased expression, whereas chronic infection might regulate this pathway through miR-31/TNFSF13B or miR-7/IL1B interactions (Supplementary Table 14). These results indicate that *T. gondii* can alter the expression of miRNAs to regulate the NF-κB signaling pathway through modulation of multiple activators at different stages of infection, which might strengthen the inflammatory response to CNS injury, causing neural apoptosis and decreases in synaptic density in the brain (Zhang et al., 2014). 

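miR-361-3p had a log2 fold change of 1.05 (0.92 to 1.19) at 10 DPI and -1.76 (-1.82 to -1.69) at 50 DPI. At 10 DPI it was not a DEM without scaling beyond the library total (0.57) or with TMM over all 6 libraries (0.99).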

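miR-7 had 90461 reads in BI-50 and 248221 in BC-50, a log2 fold change of -1.50 (-1.51 to -1.49). It was at -0.85 and not a DEM without scaling beyond the library total.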

A previous study also found that the NF-κB pathway was activated in the brains of chronically infected mice, and activation of the pathway was induced by excessive cytokine expression, such as of TNF, IL-1β, and TLRs (Courtois and Gilmore, 2006). In addition, key genes of the NF-κB signaling pathway were also regulated to influence the TCR signaling pathway. Recent research found that intracerebral T cells are crucial in the control of *T. gondii* infection and are supported by essential functions from other leukocyte populations (Blanchard et al., 2015). In addition, TCR has a key role in the functioning of T cells and formation of the immunological synapse. The current study found that SHP1 (encoded by PTPN6), acting as a crucial negative regulator of TCR-mediated signaling to check the hyperactivation of immune response associated with the pathway (Brockdorff et al., 1999), might be out of control because of decreased miR-30c-3p, let-7a, and let-7d-5p at 50 DPI (Supplementary Table 15). This might represent a host defense mechanism against inflammatory damage of brain tissue induced by chronic *T. gondii* infection. Furthermore, TNFα and IL-10 were regulated by miR-671-5p and miR-331-3p with opposite expression patterns in acute and chronic infections (Supplementary Table 15), indicating an immune regulatory network in which Th1- and Th2-type cytokines co-participated during *T. gondii* infection.

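miR-30c-3p had 1088 reads in BI-50 and 2405 in BC-50, a log2 fold change of -1.18 (-1.29 to -1.08), and was not a DEM after thinning (-0.97) or without scaling beyond the library total (-0.54). let-7a had 53284 and 199597 reads (-1.95, -1.96 to -1.93).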

Further analysis of miRNA–gene interactions between immune-related cytokines and DEMs revealed a complex immune regulatory network and the crucial function nodes (DEMs or genes) induced by *T. gondii* in the different infection stages (Figure 6). At 10 DPI, miR-2320-5p, binding to conserved sequences of the Porcine reproductive and respiratory syndrome virus (PRRSV) genome, and having a role in a PRRS infective model (Li et al., 2015), was found to be involved in regulating 20 potential target genes, suggesting that miR-2320-5p might be the most important regulator of the immune regulatory network during acute infection. CD72, a co-receptor of B cell receptor (BCR) and a member of the C-type lectin superfamily, was identified as the potential key gene node, potentially targeted by the DEMs with a decreased expression, including miR-504, miR-145-5p, miR-326, miR-671-5p, miR-149, and miR-2320-5p at 10 DPI. 

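miR-504 had 1085 reads in BI-10 and 1105 in BC-10, a log2 fold change of -1.54 (-1.66 to -1.41).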

CD72 positively regulates the transition of pre-B cells to mature B cells, and also has opposing effects on B cell survival in different studies (Baba et al., 2005; Li et al., 2006). CD72 might also promote the production of mature B cells and protective antibodies in response to *T. gondii* in the infected brain during acute infection. A similar mechanism was also found in the BCR signaling pathway regulated by the identified miRNAs from porcine spleen in previous research (Hou et al., 2019). In addition, interaction between CD72 and its ligand Sema4D has been shown to be involved in the upregulation of NO production in microglia (Tsuchihashi et al., 2020). Therefore, CD72 may contribute to severe neuropathology in toxoplasmic encephalitis via inducing high NO production (Dincel and Atmaca, 2016).

At 25 and 50 DPI, miR-671-5p was found to participate in interactions with the most target genes in the porcine brain. *EMILIN2* was identified as a crucial gene node at 25 DPI, which was potentially targeted by DEMs with increased expression, including miR-1285, miR-150, miR-326, miR-331-3p, and miR-671-5p. miR-671-5p was shown to alter functionally in human glioblastoma multiforme and to be involved in the modification of the biopathological profile of this cancer (Barbagallo et al., 2016). *EMILIN2* is expressed in the CNS (Alfonso et al., 2011), and can activate the extrinsic apoptotic pathway through direct binding to death receptors 4 and 5 (LeBlanc and Ashkenazi, 2003). Peripheral monocytes/macrophages infiltrating the brain has been found to participate in CNS disease pathogenesis (Haage et al., 2019). And *EMILIN2* serves as one of the best expression markers for identifying peripheral monocytes/macrophages compared to microglia in brain (Haage et al., 2019). Therefore, interactions between *EMILIN2* and its miRNA regulators might have an important role in regulating the inflammatory response and cell apoptosis pathway, and might represent a repair mechanism for acute brain injury during *T. gondii* infection at 25 DPI due to the upregulation of the miRNA regulators of *EMILIN2*.

At 50 DPI, *CCR7* was found to be the key gene node in the immune regulatory network during chronic infection. CCR7, as a well-established homing receptor for dendritic cells and T cells, was potentially regulated by decreased miR-30c-3p and miR-504, and increased miR-331-3p, miR-339-3p, miR-339-5p, miR-4334-3p, and miR-7136-5p in the current study. 

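At 50 DPI, miR-504 had 2898 reads in BI-50 and 9422 in BC-50, a log2 fold change of -1.74 (-1.80 to -1.68). miR-7136-5p had 80 and 14 reads (2.47, 1.64 to 3.41) and was not a DEM after thinning (2.02).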

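miR-328 had 4702 reads in BI-50 and 11505 in BC-50, a log2 fold change of -1.33 (-1.38 to -1.28). It was at -0.68 and not a DEM without scaling beyond the library total.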

CCL19 and CCL21 were regulated by decreased miR-361-3p and miR-328, respectively at this time point, which might lead to increased expression of CCL19 and CCL21 in the infected brain. Interactions of CCL19 and CCL21with their ligands might facilitate priming of immune responses. Previous research demonstrated a significant increase in the expression of *CCL19*, *CCL21*, and *CCR7* in CNS over the course of *T. gondii* infection, and that CCR7^–/–^ mice failed to generate sufficient IFN-γ (Noor et al., 2010). CCR7 might also be an important cytokine activating the Th1-type cellular immunity that is the crucial mechanism for controlling parasite replication and causing inflammatory damage during *T. gondii* infection (Noor et al., 2010; Yang et al., 2018).

Although the DEM or gene nodes with the most interactions were different at different infection stages, the current analysis also revealed the commonality or similarity of immunomodulatory mechanisms based on the miRNA–gene interactions induced by *T. gondii* at different infection stages. For instance, sterile alpha and TIR motif containing 1 (SARM1), CCL21, and C1q and TNF-related 5 (C1QTNF5) were potentially targeted by downregulated DEMs at 10 and 50 DPI (Figure 6), which suggested that similar regulatory mechanisms of immune response existed in the host brain during acute and chronic infection with *T. gondii*. In addition, of the 182 DEMs obtained at all time points, 16 miRNAs pointing to the interleukin 17 receptor (IL17R) family, including IL17RE, IL17RA, and IL17RC, might be key cytokines modulating the immune status of the host in *T. gondii* infection. IL17R is targeted by proinflammatory IL17 cytokines (IL17A-F), has a crucial role in inflammatory responses, and contributes to the pathology of many autoimmune diseases (Wu et al., 2011). Excessive cytokine responses can cause neuronal apoptosis and glial damage, decreasing the neurotrophic support and inducing structural changes (Fabiani et al., 2015), which are an important mechanism of *T. gondii*-induced pathological damage in the infected brain.

## Conclusion

This study showed that *T. gondii* infection induced significant changes in the miRNA expression profiles of porcine brain tissues *in vivo*. In total, 182 miRNAs in the porcine brain displayed differential expression. Thus, *T. gondii* appears to interfere with the global miRNA expression profiles of invaded cells to modulate host cell signaling pathways and cellular processes such as UPR, OS, autophagy, apoptosis, tumorigenesis, and inflammatory responses, to enable the parasite to persist in host CNS cells. These results provide important information for understanding the pathogenic mechanism of brain damage induced by *T. gondii* and could aid the development of therapeutic agents against this parasite.

## Data Availability Statement

The datasets supporting the findings of this article are included within the article. Full details of the sequence data were submitted to GEO public database (http://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE176143. The raw data are available in the NCBI Sequence Read Archive under the accession number SRP322697.

## Ethics Statement

The animal study was reviewed and approved by the Animal Care and Use Committee of the College of Veterinary Medicine, Yangzhou University (Approval ID: SYXK [Su] 2012-0029). Animal care and procedures were handled strictly according to the Animal Ethics Procedures and Guidelines of the People’s Republic of China.

## Author Contributions

JT and ZH conceived and designed the experiments, and wrote the manuscript. ZH, LW, DS, WC, and YZ performed the experiments. ZH, DL, JX, SH, and ZP performed the data analysis. ZP helped in the revising of the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

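Small RNA was sequenced from the brains of pigs infected with T. gondii and of uninfected pigs at 10, 25 and 50 DPI, with 1 library for each group and time point and 3 pigs pooled in each library. The authors deposited for each library a count of the reads on each mature miRNA, without normalization, after removing adaptors and low-quality reads, aligning reads to Sscrofa10.2 with Bowtie without mismatch, taking known miRNAs from miRBase and predicting others with miREvo and mirdeep2. The versions of Bowtie and miRBase are not given in the sources used here. The deposited TPM of each miRNA was its share of the total count of the library, to within 4.7e-05 TPM, with no term for length. Each table lists the miRNAs with at least 1 read, and a miRNA listed in another library only was taken as a count of 0.

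From the counts, each infected library was compared with the control library of its time point, and every control library with every other, and likewise the infected libraries. The libraries of a pair were scaled by TMM, and an exact conditional binomial test with Benjamini-Hochberg adjustment was applied to every miRNA with a read in either. DEMs had q below 0.01 and an absolute log2 fold change above 1, the thresholds of the paper's methods. A count of 0 was set to 0.5 TPM for the thresholds. The infected libraries were also compared with the controls over the 3 time points with edgeR's quasi-likelihood test, with the time point as a block, which leaves 2 residual degrees of freedom, at an adjusted p of 0.05. R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Intervals of log2 fold changes are 95% exact Clopper-Pearson intervals of the share of the reads of 2 libraries. Those of the shares of shared DEMs with the same direction are Clopper-Pearson intervals over numbers of miRNAs, and treat as independent miRNAs that were measured in the same libraries.

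The miRNAs named are those the paper's text, Table 4 or Figure 7 names, the 2 DEMs with the largest change in each direction at each time point among those with at least 50 reads in both libraries, and the 2 with the smallest p in each direction over the 3 time points. Predicted miRNA 590 is named outside this rule. The rule was set before the data were examined, but the values of Supplementary Tables 1 to 5 had been seen. The time points of each miRNA in Figure 7 were read from the figure.

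Other scalings, tests, thresholds and filters, and libraries thinned at random to the smallest total, were tried. The alternatives chosen after seeing the data were to collapse near-identical entries, those with read counts within 2 of each other in every library and a mean of at least 100 reads, to remove the trend on GC content, and to use the MARS formula of DEGseq with Storey q-values. Storey q-values on the exact test changed nothing, since the estimated share of unchanged miRNAs was 1 for every pair, and the factors behind the supplementary tables equal the TMM factors of each pair, so these 2 settings say nothing about stability. The minimum of 10 reads on average for correlations of fold changes (292 miRNAs) and of 20 reads for marker lists were also set after seeing the data. With at least 10 reads in every library (235 miRNAs), the correlations of the log2 fold changes were -0.48 for 10 and 25 DPI, -0.33 for 10 and 50 DPI and 0.48 for 25 and 50 DPI.

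The tests were tested on simulated data with the library sizes and means of these libraries and 200 changed miRNAs. At a log2 change of 2, the exact test on the 10 DPI pair (514 miRNAs) recovered 88 of 88 with at least 50 reads over the 2 libraries together. Over all 200 changed miRNAs it recovered 98, and it made 1 wrong call among 314 unchanged. This simulation holds counting error only. The quasi-likelihood test, with the spread of the control libraries, recovered 4 of 91 changed miRNAs at a log2 change of 2 (288 tested) and 74 of 100 at a log2 change of 4 (302 tested), with 0 wrong calls in each. With the spread of the infected libraries it recovered 68 of 96 (295 tested) and 105 of 105 (294 tested), with 0 and 4 wrong calls. It can therefore miss most changes of that smaller size if libraries vary as the controls do.

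Marker lists of 7 cell types were written before the deposited counts were examined, when the fold changes of some members in Supplementary Tables 3 to 5 had been seen. They were compared with 10000 random lists of the same size matched on mean expression. Target prediction, enrichment and RT-qPCR were not analysed here.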

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

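The test with the trend on GC content removed, and the correlation over all miRNAs with control libraries exchanged, were chosen only after the results were seen.

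DEMs shared by 10 and 25 DPI moved in opposite directions in 44 cases, and so did 44 of those shared by 10 and 50 DPI. With 1 library for each group, the difference between time points was not tested. A lower depth of BC-10 is argued against, since after all libraries were thinned to its depth the share with the same direction at 10 and 25 DPI was 7.69%. Thinning does not test the composition of BC-10. Known miRNAs made up 5.90% of its clean reads, compared with between 21.5% (BI-50) and 53.6% (BC-50) in the other libraries. A trend on GC content as the whole explanation is argued against as well. The log2 fold change followed GC content with Spearman's rho of -0.48 at 10 DPI and 0.31 at 25 DPI across 292 miRNAs, but after removal of the trend the correlation between these time points was still -0.34, from -0.44.

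Deviation of the control libraries stays open as an explanation. As first planned, the 10 DPI control was exchanged and the directions of the shared DEMs were counted. With BC-50 in its place, 25 of 48 DEMs shared by 10 and 25 DPI (52.1%) had the same direction, which is neither the opposite nor the same pattern. With BC-25 in its place, 46 of 59 shared by 10 and 50 DPI (78.0%) did. These miRNAs had been selected for their change against BC-10. When DEMs were called with the exchanged controls instead, 34 of 54 (63.0%) and 43 of 43 (100%), respectively, had the same direction. Because of the selection, the correlation over all 292 miRNAs was used to decide. It was 0.28 for 10 and 25 DPI with BC-50 and 0.57 for 10 and 50 DPI with BC-25, from -0.44 and -0.27 with the own controls. With BC-10 as the control of either library, the fold changes of BI-25 and BI-50 had correlations of -0.44, -0.26, -0.23 and -0.08, the last of them near 0, from 0.55 with the own controls. Over all arrangements of 2 different controls, the correlation was negative with BC-10 among them (-0.61 to -0.04) and positive without it (0.12 to 0.57). These arrangements share libraries and are not independent. The opposite directions may therefore come in part from how BC-10, a single library, differs from the other controls. Library preparation and the pigs pooled are confounded with the library, and the age of the pigs with the time point, and a different response to acute and chronic infection remains open.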

How the results depend on the processing

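The near-identical entries, the GC trend and the MARS formula with Storey q-values were chosen after seeing the data. The other alternatives were set before the data were examined.

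The largest change came from edgeR's exact test with the dispersion of the control libraries, which called 0 DEMs at 10, 25 and 50 DPI, 0 between control libraries, 0 between infected libraries and 0 unique DEMs, so that shares of shared DEMs could not be computed. The biological coefficient of variation was 0.829 over the controls and 0.456 over the infected libraries, and the test takes libraries of different days as replicates. The control libraries set the dispersion, so the 0 between them is not an independent result. The power of this test was not simulated, so its 0 calls do not show that no miRNA differed. Without scaling beyond the library total, there were 134 DEMs at 25 DPI and 96.9% of those shared by 25 and 50 DPI had the same direction. The MARS formula gave a median of 40 DEMs between infected libraries, and 40 with Storey q-values. It was applied to TPM after scaling rather than to read counts, so the depth of each library was set aside. The lower number is therefore not shown to be a property of the formula. How much of it comes from the lost depth was not tested. Thinning gave 23 higher and 44 lower at 25 DPI. The median log2 fold change moved by -0.12 with DESeq2 size factors at 50 DPI, -0.10 with TMM over all 6 libraries at 25 DPI, -0.13 with at least 10 reads on average and -0.12 with known miRNAs only at 10 DPI, -0.11 with near-identical entries collapsed at 50 DPI, and 0.21 and -0.12 with the GC trend removed at 10 and 25 DPI.

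The effect over the 3 time points was 0 miRNAs with edgeR, with 4 at an unadjusted p under 0.05. DESeq2 called 1, miR-142-3p, and edgeR without a filter on low counts called 1, predicted miRNA 590, which was lower (adjusted p = 2.25e-07). The latter was named after its values were seen. No replicate block gave 0 calls, with 9 at an unadjusted p under 0.05. Leave-one-out of the libraries of each time point gave 0 calls each, with 34 at an unadjusted p under 0.05 without 10 DPI and 3 without 25 or 50 DPI.

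The lowest correlation was 0.901 on TPM without log, 0.906 with a pseudocount of 0.1, 0.829 as Spearman's rho, 0.872 as r squared, 0.851 with at least 10 reads in every library and 0.905 for known miRNAs. The highest was 0.994, 0.976, 0.915, 0.980, 0.981 and 0.986, respectively. The pair with the lowest correlation was BC-10 and BC-50 in each of these except on TPM without log. The pair with the highest was less stable, and was an infected and a control library on TPM without log (BC-10 and BI-25), with a pseudocount of 0.1 (BI-10 and BC-25) and with at least 10 reads in every library (BC-10 and BI-50).

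Of 107 fold changes of named miRNAs, 84 kept their direction and their side of the thresholds without scaling beyond the library total, 102 with DESeq2 size factors and 104 with TMM over all 6 libraries, and 95 of 106 after thinning. The sign reversed without scaling for let-7d-5p at 10 DPI (-0.13) and 25 DPI (0.53), miR-125a at 25 DPI (0.36), miR-455-3p at 25 DPI (0.29) and miR-17-5p at 10 DPI (-0.037), and with DESeq2 size factors for miR-125a at 10 DPI (0.067). None of these was a DEM. Depth limits BC-10 most, where a count of 0 allows up to 2.20 TPM.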

Differences from the paper's values

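The paper reports 14 predicted miRNAs among the unique DEMs, and 35 were found here. The sentence of the paper with this number gives q below 0.001, while its methods give q below 0.01, the threshold used here, and its supplementary tables list q-values up to 0.0095. At q below 0.001 the number was 27. Of the other alternatives set before the data were examined, thinning to the smallest library gave 13, within 1.5 times of the paper's value, and dropped 7, 10 and 10 of the paper's DEMs at 10, 25 and 50 DPI. The others did not, with 46 without scaling, 35 with DESeq2 size factors, 39 with TMM over all 6 libraries, 9 with the MARS formula, 0 with edgeR's exact test, 22 with at least 10 reads on average and 36 with identical entries collapsed. Storey q-values and the factors of the supplementary tables left it at 35, and a set of known miRNAs only cannot hold any. The MARS formula with Storey q-values, chosen after seeing the values, gave 10 and dropped 9, 1 and 3 of the paper's DEMs. Also chosen after, collapsing near-identical entries gave 35 and removing the GC trend 30.

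All 87, 68 and 135 DEMs that the paper lists were called here with the same sign, and 17, 19 and 34 others were called as well. Their log2 fold changes differed by at most 5.0e-05 where both libraries had reads. In Supplementary Table 3, 14 of the q-values lie below their p-values, which Benjamini-Hochberg adjustment cannot give.

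The paper states that all DEMs regulating the 21 co-regulated apoptosis genes were lower at 10 DPI. In its Supplementary Table 12, 15 of 19 were lower and 4 were higher at 10 DPI, while 11 of 11 were higher at 25 DPI and 18 of 19 at 50 DPI.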

Other observations

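The tests on blood in the infected pool and on exchanged labels were chosen only after the results were seen.

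Control libraries differed from each other by a median of 153 DEMs, compared with 104, 87 and 169 between an infected library and its control and a median of 62 between infected libraries. Differences between pools of pigs or library preparations unrelated to infection are therefore a candidate explanation for DEMs of this number. The control libraries also differ from each other in the age of the pigs, which an infected library shares with its own control, so they are not a like-for-like measure and the part of the 153 that comes from age is not known. With 1 pool for each condition, an effect of infection is confounded with the pool and the library preparation, and an effect of infection on single miRNAs remains open.

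The fewest DEMs, 42, lay between BI-50 and BC-10. If these labels had been exchanged, the control libraries would differ by fewer DEMs after exchanging them back. The median was 153 both as labelled and exchanged, but in both cases it is the number between BC-25 and BC-50, which the exchange does not touch. The other numbers between controls fell slightly on exchange, from 177 to 169 for the pair with BC-50 and from 144 for the pair with BC-25. Between infected libraries they were 59, 105 and 62 as labelled and 59, 104 and 74 exchanged. These small changes in opposite directions do not decide, and exchanged labels cannot be told apart from a chance likeness.

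No miRNA passed the threshold of the effect over the 3 time points in edgeR with the filter on low counts. All 10 of the 10 splits of the libraries into 3 and 3 gave at least as many, but with 0 calls in the real grouping this holds by construction, so the count of splits tests nothing here. In the 4 splits that part every time point, the real one included, 0 miRNAs were called. An unadjusted p under 0.05 was given to 4 miRNAs in the real grouping and to 52 in the split of BI-10, BC-25 and BC-50 against the rest. In the other 6, the block leaves only the libraries of a single time point to be compared, so they do not compare with the real grouping. Among these, the splits that part only BI-50 and BC-50 did call miRNAs, with 1 library on each side of the contrast.

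miR-142-3p and miR-142-5p were higher in BI-10, and more blood in the infected pool was tested as an explanation. The erythrocyte list had a median log2 fold change of -0.81 at 10 DPI, at the 5.64 percentile of random lists, but 1 of its 3 members was higher, so the list does not decide and blood cannot be told apart from infiltrating or activated immune cells.

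The leukocyte list had a median log2 fold change of 2.20 at 10 DPI (99.3 percentile), 1.09 at 25 DPI (97.7) and 0.08 at 50 DPI (30.3), over 5 members with enough reads. The study names 5 of these, miR-142-3p, miR-142-5p, miR-150, miR-155-5p and miR-146a-5p, from these libraries, so the list is not independent of it. The erythrocyte list was at 0.68 (84.9) and 0.27 (50.0) at 25 and 50 DPI. The endothelial list of 2 miRNAs was at 2.90 (99.5), -1.62 (4.33) and -1.10 (14.7), and the vascular smooth muscle list at 0.52 (62.9), 0.46 (88.0) and 2.47 (98.4). The striated muscle list was at 0.13 (50.8), 0.49 (81.1) and 1.23 (84.2), the neuron list at 0.17 (38.8), -0.30 (53.1) and 0.88 (88.2), and the astrocyte or oligodendrocyte list, which shares 1 miRNA with the smooth muscle list, at 0.19 (50.3), -0.02 (60.0) and 0.71 (72.6). Control and infected libraries each rest on 1 pool, and apart from blood at 10 DPI no explanation of these values was tested.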
